# Topical estrogen application promotes cutaneous wound healing in db/db female mice with type 2 diabetes

**DOI:** 10.1371/journal.pone.0264572

**Published:** 2022-03-10

**Authors:** Kanae Mukai, Shin-ichi Horike, Makiko Meguro-Horike, Yukari Nakajima, Arya Iswara, Toshio Nakatani

## Abstract

Female sex hormones are beneficial effects for wound healing. However, till date, whether topical estrogen application can promote cutaneous wound healing in diabetes remains unclear. Therefore, the present study aimed to validate the effect of topical estrogen application on cutaneous wound healing in a type 2 diabetes db/db mice model. In total, 22 db/db female mice with type 2 diabetes and eight C57BL/6J female mice were subjected to two full-thickness wound injuries. The mice were divided into the db/db, db/db + estrogen, db/db + vehicle, and wild type (WT) groups. Wound healing was assessed until day 14. The db/db group had a significantly high wound area ratio (wound area/initial wound area) on days 3–14 and a significantly low re-epithelialization ratio on days 7 and 14. Moreover, their angiogenesis ratio was significantly low on day 7 and high on day 14. In contrast, compared with the db/db group, the db/db + estrogen group had a significantly lower wound area ratio on days 1–14 and angiogenesis ratio on day 14, thereby indicating early withdrawal of new blood vessels, as well as a significantly higher re-epithelialization ratio on days 7 and 14 and Ym1^+^ M2 macrophage/macrophage ratio on day 7. Moreover, microarray analysis showed that the top 10 upregulated or downregulated genes in the db/db group were reversed by estrogen treatment, particularly on day 14, in comparison with the WT group. Thus, topical estrogen application reduced the wound area, promoted re-epithelialization and angiogenesis, and increased the number of M2 macrophages in mice with type 2 diabetes. Furthermore, it improved the differential regulation of genes in db/db mice. Therefore, such treatment can enhance cutaneous wound healing in female mice with type 2 diabetes.

## Introduction

Chronic nonhealing wounds are a major health and economic burden worldwide. In developed countries, their prevalence rate is 1%–2% in the general population [1, 2], and they affect the quality of life in nearly 2.5% of the total population in the United States [3]. Based on an economic survey on chronic nonhealing wounds, the expenditures associated with wound care are substantially higher than those previously recognized [4], and the global advanced wound care market is projected to reach $18.7 billion by 2027 [5]. Among the different types of chronic nonhealing wounds, diabetic foot ulcer (DFU) is associated with high morbidity [6] and is extremely difficult to treat. Moreover, DFU is associated with a high amputation and mortality rate [7, 8].

In the 1990s, female sex hormones were found to have beneficial effects on wound healing. Wounds heal poorly in postmenopausal women with systemically low estrogen levels. Meanwhile, hormone replacement therapy can reverse delayed wound healing [9], and age-associated delayed wound healing can be managed by topical estrogen replacement in healthy aging humans [10]. Moreover, genetically, microarray analysis revealed that estrogenic sex hormones play an important role in cutaneous wound healing [11]. In animal studies, the administration of estrogen can promote wound healing based on a molecular biology perspective [12–16].

Male sex was associated with nonhealing of DFU after lower extremity amputation [17]. In animal studies, estrogen treatment was found to promote wound healing in mice with diabetes [18, 19]. By contrast, another study reported that only estrogen treatment did not promote wound healing in mice with diabetes [20]. The selective blockade of estrogen receptor beta can improve wound healing in mice with diabetes [21]. However, till date, whether estrogen application promotes cutaneous wound healing in diabetes remains unclear.

Diabetes mellitus is a chronic disease characterized by a relative or absolute lack of insulin, resulting in hyperglycemia. Moreover, it is classified into two types. Type 1 diabetes is caused by the autoimmune destruction of pancreatic beta cells, which produce insulin. Type 2 diabetes is attributed to insulin resistance along with the failure of beta cells to compensate. Various animal diabetes models that have been established include the following: chemically induced, spontaneous autoimmune or genetically induced models of type 1 diabetes and genetically induced or high-fat feeding models of type 2 diabetes [22, 23]. Among these, genetically induced db/db or ob/ob mice are widely used in animal models in the field of cutaneous wound healing in diabetes [24]. Michaels et al. revealed that db/db mice exhibit severe wound healing impairment compared with other murine strains with diabetes. Therefore, they are an appropriate model for assessing interventions for diabetic wound healing [25]. The present study aimed to validate the effect of topical estrogen application on cutaneous wound healing in a type 2 diabetes db/db mouse model.

## Materials and methods

### Animals

In total, 22 10-week-old female db/db mice (C57BLKS/J Iar-+Lepr^db^/+Lepr^db^) with diabetes and 8 10–12-week-old female C57BL/6J mice (Sankyo Lab Service Co., Tokyo, Japan) were included in the experiments. They were individually placed in a cage in an air-conditioned room at 25.0 ± 2.0°C with lights turned on from 08:45 to 20:45, and water and chow were provided freely. All animal experiments conducted in this study were reviewed and approved by the Kanazawa University Animal Experiment Committee. Moreover, they were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals of Kanazawa University, Japan (AP-163749).

### Wounding and blood glucose assay

The mice were anesthetized using 1.5% isoflurane (Wako Pure Chemical Industries Ltd., Tokyo, Japan) at 1.5 L O_2_/min via a plastic tube mask. The dorsum was shaved, and the mice were divided into the diabetic (db/db), topical estrogen wound treatment diabetic (db/db + estrogen), vehicle wound treatment diabetic (db/db + vehicle), and wild-type (WT) groups. In the present study, WT C57BL/6J mice were used as the comparator group to determine the effect of estrogen application on cutaneous wound healing in db/db mice compared with WT mice with normal wounds. Before shaving, an aliquot of blood was obtained from the tail vein, and the blood glucose level (mg/dL) of mice in each group was monitored using an automatic glucometer (Carefast^®^, NIPRO, Tokyo, Japan) before and 2–12 h after fasting. One day after shaving, two circular full-thickness skin wounds (with a diameter of 4 mm) in the panniculus carnosus muscle were created on both sides of the dorsum with a Kai sterile disposable biopsy punch (Kai Industries Co. Ltd., Gifu, Japan) in the mouse under anesthesia. The wounds were covered with a hydrocolloid dressing (Tegaderm; 3M Health Care, Tokyo, Japan) to maintain a moist environment, and the mouse was then wrapped with sticky bandages (3M^™^ Kind Removal Silicone Tape; 3M Health Care), which were changed daily. The blood glucose level and the body weight of each group were monitored daily until day 14 after wounding.

### Exogenous estrogen administration

Estradiol benzoate (estra-1,3,5(10)-triene-3,17β-diol 3-benzoate) (OVAHORMON^®^INJECTION; ASKA Pharmaceutical Co. Ltd., Tokyo, Japan) at a dose of 0.75 μg/g/day was applied to the wounds daily according to our previous study [26]. Estradiol benzoate was diluted at 0.75 μg/g in sesame oil (Wako). The dose of sesame oil, which was used as a vehicle, was similar to that of estradiol benzoate, and it was applied on the wound daily.

### Macroscopic observations

Day 0 was defined as the day when wounds were established, and the process of wound healing was assessed until day 14 after wounding. Wound edges were traced using polypropylene sheets, and images were obtained every day with the animals under inhalational anesthesia. The tracing on the sheets was captured using a scanner onto a personal computer using Adobe Photoshop Elements 11.0 (Adobe System Inc., Tokyo, Japan), and the wound areas were assessed using ImageJ (National Institutes of Health, Bethesda, MD, USA). Based on our previous studies, the wound area was presented as the ratio of daily wound area to the initial wound area on day 0 [16, 26, 27].

### Uterus assay

The mice were euthanized by overdosing with isoflurane on day 14 after wounding. The uterus was harvested according to the Organisation for Economic Co-operation and Development guidelines, and its wet weight was evaluated.

### Tissue collection

The mice were euthanized by overdosing with isoflurane on days 7 and 14 after wounding. The wound and surrounding intact skin were harvested, and each wound and surrounding intact skin samples were bisected. One-half of each wound was embedded in tissue-Tek OCT (Sakura Finetek Japan Co., Ltd., Tokyo, Japan) before fixing for histology. The remaining half was snap-frozen in liquid nitrogen and was stored at −80°C before RNA isolation.

### Immunohistological and immunofluorescence staining

At least three serial ice sections near the center of the wound were obtained from a wound and stained. Next, 5-μm-thick ice sections were subjected to hematoxylin and eosin (H&E) staining, and they were immunohistologically stained with an anti-CD31antibody (550274, BD Pharmingen, Tokyo, Japan) to detect blood vessels, an anti-Ym1 antibody (#01404, StemCell Technologies, Tokyo, Japan) to detect M2 macrophages, and an anti-Mac-3 antibody (550292, BD Pharmingen) to detect macrophages. Negative control slides were obtained by omitting each primary antibody.

For anti-CD31 antibody immunohistological staining, sections were fixed for 15 min in ice-cold acetone, washed with tris-buffered saline, and incubated with 5% BSA and 5% skim milk. Rat anti-CD31, which is the primary antibody, was used at a dilution of 1:50 and was incubated for 1 h. Subsequently, the specimens were incubated with secondary antibody goal polyclonal to Rat IgG H&L (AP) (ab6846; Abcam, Cambridge, UK) at a dilution of 1:500 at room temperature for 2 h. Then, they were incubated using the BCIP/NBT substrate system (Agilent Technologies, Santa Clara, CA, USA) for 10 min until staining was achieved.

In anti-Ym1 and anti-Mac-3 antibody immunofluorescence staining, sections were fixed overnight in 4% paraformaldehyde, washed with phosphate-buffered saline, and incubated with a protein blocking solution (X0909; Agilent). The rabbit anti-Ym1 and the rat anti-Mac-3, which are the primary antibodies, were used at a dilution of 1:100 and incubated overnight. Subsequently, the specimens were incubated with Alexa Fluor 647-conjugated goat anti-rabbit IgG H&L (ab150079; Abcam) and Alexa Fluor 488-conjugated goat anti-Rat IgG H&L (ab150157; Abcam), which are secondary antibodies, at a dilution of 1:500 at room temperature for 2 h and counterstained with 4’, 6-diamidino-2-phenylindole (DAPI).

### Microscopic observations

H&E staining and anti-CD31 antibody immunohistological staining images were imported onto a computer using a digital microscopic camera (DP2-BSW; Olympus, Tokyo, Japan). The re-epithelialization ratio (re-epithelialization length/wound length) was assessed using DP2-BSW Olympus. The ratio of anti-CD31 antibody-positive blood vessels (anti-CD31-positive blood vessel pixels/total wound pixels) was evaluated using Adobe Photoshop Elements 11.0. The region of interest of the wound extended from the wound edges below the necrotic tissues or the new epithelium to the level of the panniculus carnosus. Anti-Ym1 and anti-Mac-3 antibodies immunofluorescence staining images were imported onto a computer using a digital microscopic camera (FLUOVIEW FV10i). Each positive cell was counted using ImageJ at five wound sites: two sites near the two wound edges and three sites around the center of the wound. The areas of these five sites were measured and calculated using ImageJ. The total number of anti-Ym1-positive (Ym1^+^) M2 macrophages and anti-Mac-3-positive macrophages (Mac-3^+^) at the five sites was divided by the whole area. The ratio of anti-Ym1^+^ in the wound area was calculated using the number of anti-Ym1^+^ M2 macrophages/the number of anti-Mac-3^+^ macrophages in the wound area.

### RNA isolation

RNA was isolated from the whole-wound homogenate using the Purelink RNA mini kit (ThermoFisher Scientific, Waltham, MA, USA). The concentration and purity of RNA were determined using Agilent 2200 Tapestation System (Agilent).

### Microarray profiling

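RNA for the arrays came from wounds of female WT mice (C57BL/6J) and of female db/db mice (C57BLKS/J), which carry a mutation of the leptin receptor gene. The db/db + estrogen group received estradiol benzoate at 0.75 μg/g/day in sesame oil, and the db/db + vehicle group received the oil alone. Each of the 4 groups had 2 arrays labelled day 7 and 2 labelled day 14, so that 16 arrays were read in 1 colour. Each array held 44397 spots, of which 43020 were not controls. The authors deposited the processed signal of every spot, an intensity from which background had been subtracted and spatial trends removed but which had not been scaled between arrays. No spot was saturated, and between 70.1% and 79.0% of the probes of an array were well above background. The 75th percentile of the signal ran from 1091 to 2548 over the arrays, and each array was scaled by its own 75th percentile on the log2 scale. limma was fitted to the 8 groups of 2 arrays each, which left 8 residual degrees of freedom. A probe was tested when it was well above background on both arrays of at least 1 of the groups compared. It was called when its unadjusted two-sided p was below 0.05 and its fold change above 2, and Benjamini-Hochberg adjusted counts are given beside. With 2 arrays per group, an exact permutation test cannot give a p below 0.333, so the number of arrays limits the precision of every value. Where no array of the dimmer group was well above background, a fold change is given as a lower bound, written as at least. The bound sets the brighter group's mean against the dimmer group's mean of, on each array, the higher of the probe's own signal and the lowest signal among probes well above background. Symbols came from a RefSeq table, which named 69.6% of the probes. The arrays labelled day 7 filled a pair of slides, one with replicate 1 of every group and one with replicate 2. The arrays labelled day 14 filled another pair, one with both db/db arrays and replicate 1 of the db/db + estrogen and db/db + vehicle groups, and one with both WT arrays and replicate 2 of those treated groups. The labelled days were scanned on separate days, so scan day and labelled day cannot be told apart. Of the 115 fold changes that the paper prints for single genes, 0 lay within 1% of the fold change of any probe of the same gene on arrays of the same labelled day, while 114 did so on arrays of the other labelled day. The arrays labelled day 14 therefore hold the paper's values for day 7, and those labelled day 7 hold its values for day 14. The data do not show whether the labels or the printed days were exchanged, and arrays are named by their labels throughout.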

Whole-genome expression profiling was performed using Agilent mouse 4 x 44 K microarrays (Agilent). Briefly, cyanine-3-labeled cRNA was prepared from 0.2 μg RNA using Low Input Quick Amp Labeling Kit (Agilent), according to the manufacturer’s instructions, followed by RNeasy column purification (QIAGEN, N.V., Venlo, Netherlands). Samples were hybridized for 17 h at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed with GE Wash Buffer 1 and 2 (Agilent) and then dried immediately.

Slides were scanned immediately after washing in the Agilent DNA Microarray Scanner (G2539A) using one color scan setting for 4 x 44k array slides. The scanned images were analyzed with Feature Extraction Software version 11.0.1.1 (Agilent) using default parameters (protocol AgilentHD_GX_1Color and Grid: 026655_D_F_20121126) to obtain a background subtracted and spatially detrended processed signal. Data were normalized and filtered with three filters using GeneSpring version 12.1 (Agilent). The fold change (FC) ratios of normalized data for genes were calculated, and genes with an FC >2.0 were identified. Differentially regulated transcripts were used in Gene Set Enrichment Analysis to identify enriched functional gene oncology annotations with GeneSpring version 12.1.

### Statistical analysis

Data were expressed as mean ± standard error of the mean (SEM) and were analyzed using JMP^®^ 12.1.0 (SAS Institute Inc., Cary, NC, USA). The means among multiple groups were compared via one-way analysis of variance (ANOVA), followed by post hoc pairwise comparisons using the Tukey–Kramer multiple comparison test. For the microarray data, significantly differentially expressed genes (DEGs) were identified using the moderated *t*-test. Volcano plots were used to represent the DEGs between two different conditions with the aim to visualize the relationship between FC and statistical significance. A p- value *<* 0.05 was considered to indicate statistical significance.

## Results

### Blood glucose level before and after fasting before wounding

Before wounding, the blood glucose levels were monitored before and after fasting (2–12 h), respectively. The blood glucose levels before fasting were 265.8 ± 30.7, 600.5 ± 0.5, 494.7 ± 41.9, and 520.7 ± 26.3 mg/dL in the WT, db/db, db/db + estrogen, and db/db + vehicle groups, respectively. The blood glucose levels before fasting were significantly higher in the db/db, db/db + estrogen, and db/db + vehicle groups than in the WT group (p < 0.01). After fasting, the blood glucose levels gradually decreased in all groups. The blood glucose levels 12 h after fasting were 142.5 ± 12.8, 544.5 ± 39.6, 389.7 ± 69.4, and 417.0 ± 74.7 mg/dL in the WT, db/db, db/db + estrogen, and db/db + vehicle groups, respectively (Fig 1A).

**Fig 1:**
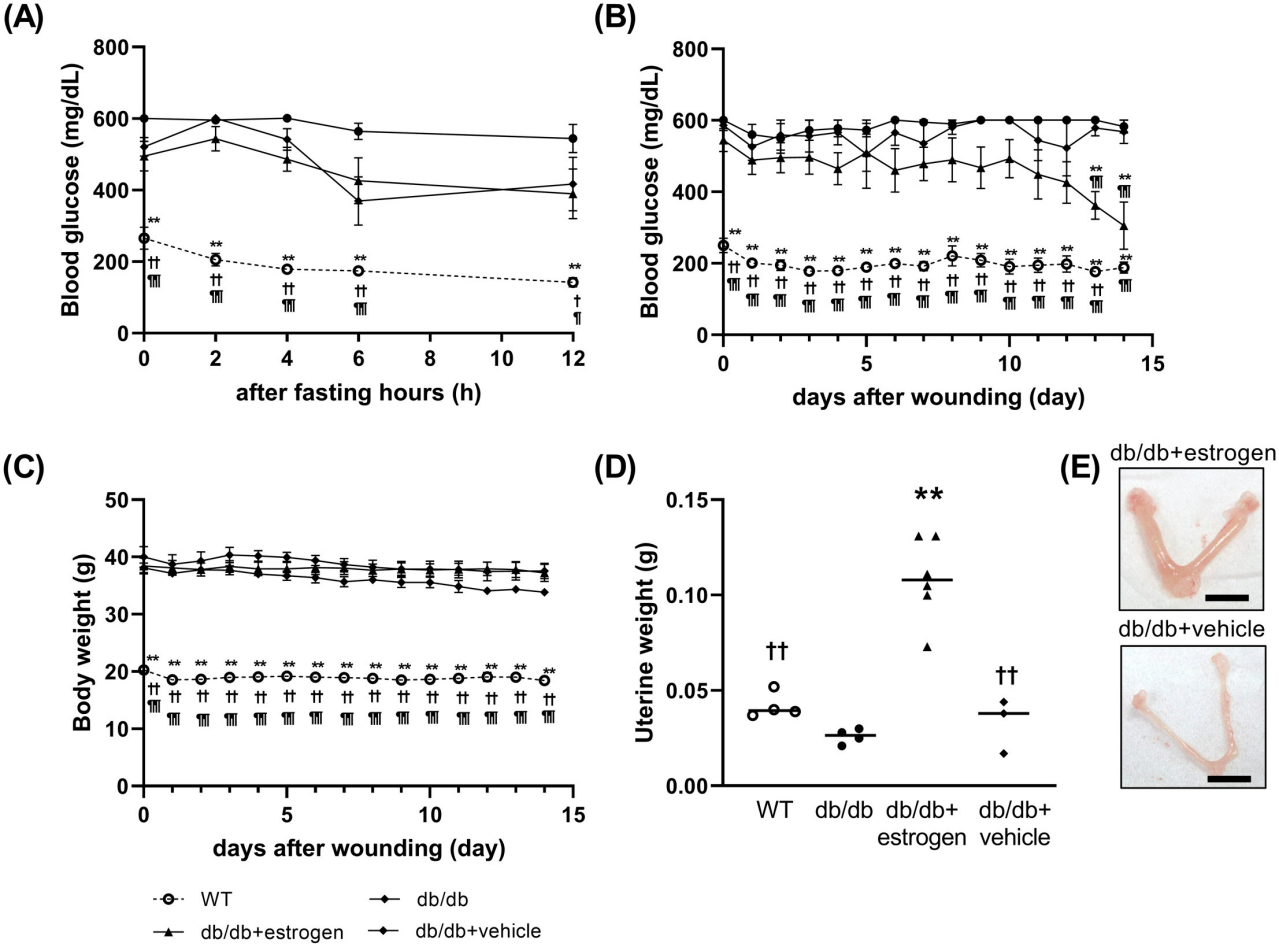
Blood glucose, body weight, and uterine weight. (A) Hourly blood glucose levels between 0 (initial) and 12 h after fasting are presented as line graphs. (B) Daily blood glucose levels after wounding are shown as line graphs. (C) Daily body weights after wounding are depicted as line graphs. (D) Uterine weights on day 14 after wounding are shown as dotted graphs. Values are expressed as means ± SEM, n = 3–6; ANOVA, Tukey’s honestly significant difference (HSD) tests, **p < 0.01: versus the db/db group, ^†^p < 0.05 and ^††^p < 0.01: versus the db/db + estrogen group, and ^¶^p < 0.05, ^¶¶^p < 0.01 versus the db/db + vehicle group. (E) Macroscopic images of the uterus.

### Blood glucose levels after wounding

On day 0 after wounding, the blood glucose levels were 250.0 ± 20.0, > 601, 544.8 ± 32.3, and 586.3 ± 14.7 mg/dL in the WT, db/db, db/db + estrogen, and db/db + vehicle groups, respectively. The blood glucose levels on day 0 after wounding were significantly higher in the db/db, db/db + estrogen, and db/db + vehicle groups than in the WT group (p < 0.01). The blood glucose levels in the db/db, db/db + vehicle, and WT groups were consistent during the observational period. By contrast, the blood glucose level in the db/db + estrogen group gradually decreased, and it was significantly lower than in the db/db and db/db + vehicle groups on days 13 and 14 (p < 0.01 and p < 0.05, respectively) (Fig 1B).

### Body weight after wounding

On day 0 after wounding, the body weights in the WT, db/db, db/db + estrogen, and db/db + vehicle groups were 20.3 ± 0.5, 40.0 ± 1.8, 38.4 ± 1.4, and 38.1 ± 0.9 g, respectively. Invasion caused by wounding, resulted in a decline in the body weight of all groups. On day 14, the body weights in the WT, db/db, db/db + estrogen, and db/db + vehicle groups were 18.4 ± 0.5, 37.6 ±1.3, 37.2 ± 1.5, and 33.9 ± 0.7 g, respectively. The body weights were significantly higher in the db/db, db/db + estrogen, and db/db + vehicle groups than in the WT group on days 0–14 (p < 0.01) (Fig 1C).

### Uterine weight

The db/db + estrogen group displayed a significantly larger uterine weight than the WT, db/db, and db/db + vehicle groups on day 14 (p < 0.01) (Fig 1D and 1E).

### Wound area

The wound areas in the WT group increased for 4 days (ratio of the wound area to the initial wound area on day 4: 1.49 ± 0.07) and then rapidly decreased until day 12. Then, they decreased gradually until day 14 (0.31 ± 0.03). The wound areas in the db/db group expanded for 5 days (2.96 ± 0.18) and then somewhat gradually decreased until day 14 (1.74 ± 0.38). By contrast, the wound areas in the db/db + estrogen group did not increase, but rapidly decreased until day 10. Then, they decreased gradually until day 14 (0.13 ± 0.02). In addition, the wound areas in the db/db + vehicle group slightly increased on day 4 (1.04 ± 0.09) and then rapidly decreased until day 10. Then, they decreased gradually until day 14 (0.26 ± 0.05) (Fig 2A and 2B). The wound area ratio was significantly larger in the db/db group than in the WT group on days 3–14 (p < 0.05). By contrast, wound area ratios were significantly lower in the db/db + estrogen and db/db + vehicle groups than in the db/db group on days 1–14 (p < 0.01) and 2–14 (p < 0.05), respectively. Moreover, wound area ratios were significantly lower in the db/db + estrogen and db/db + vehicle groups than in the WT group on days 1–14 (p < 0.05) and 3, 5–8 (p < 0.05), respectively (Fig 2B).

**Fig 2:**
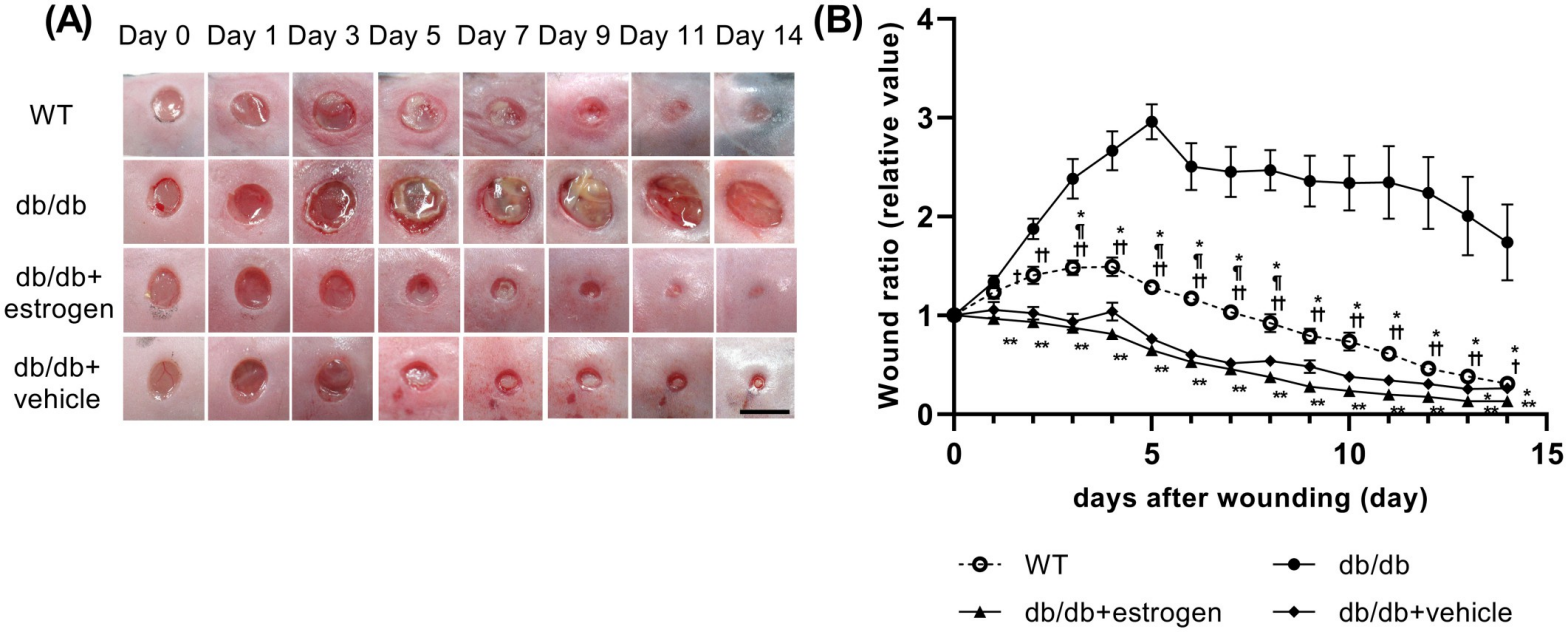
Macroscopic wound healing. (A) Wounds with a diameter of 4 mm were inflicted, and images were obtained to assess healing. Bar, 5 mm. (B) The wound area-to-the initial area ratios on day 0 are shown as line graphs based on each day. Values were expressed as mean ± SEM, n = 6–12; ANOVA, Tukey’s HSD test, *p < 0.05, **p < 0.01: versus the db/db group, ^†^p < 0.05, ^††^p < 0.01: versus the db/db + estrogen group, and ^¶^p < 0.05 versus the db/db + vehicle group.

### Re-epithelialization and angiogenesis

In the WT group, the new epithelium gradually elongated from the wound edges and was nearly completely covered with the wound surface until day 14. By contrast, in the db/db group, the new epithelium was somewhat elongated from the wound edges. However, it was not covered with the wound surface completely on day 14. After treatment with topical estrogen, the new epithelium rapidly elongated from the wound edges, and it was nearly completely covered with the wound surface until day 14 in the db/db + estrogen group. In the db/db + vehicle group, the new epithelium elongated from the wound edges. However, it was not covered with the wound surface completely until day 14. The re-epithelialization ratio was significantly lower in the db/db group than in the WT group on days 7 and 14 (p < 0.05 and p < 0.01, respectively). By contrast, it was significantly higher in the db/db + estrogen group than in the db/db group on days 7 and 14 (p < 0.05 and p < 0.01, respectively). Moreover, the db/db + vehicle group had a significantly higher re-epithelialization ratio than in the db/db group on days 7 and 14 (p < 0.05 and p < 0.01, respectively) (Fig 3A and 3B).

**Fig 3:**
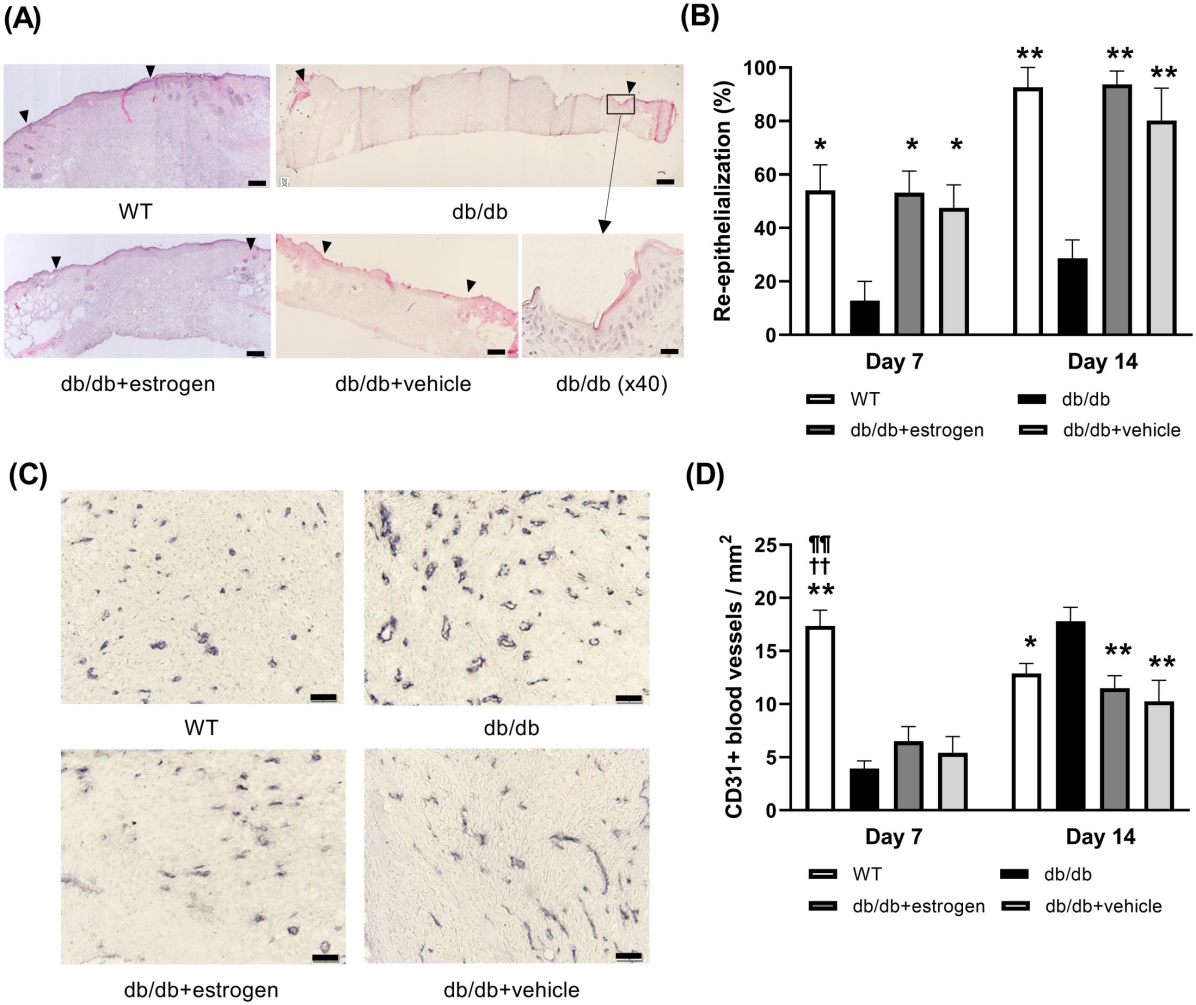
Re-epithelialization and new blood vessels. (A) H&E staining (bars, 200 μm and 20 μm for db/db [40×]) of granulation tissues on day 14 and (B) the ratio of re-epithelialization (%) are depicted as box graphs. (C) New blood vessels stained with an anti-CD31 antibody (bars, 200 μm) were observed in granulation tissues on day 14 and (D) the ratio of new blood vessels (%) are depicted as box graphs. Values are expressed as mean ± SEM, n = 5–10; ANOVA, Tukey’s HSD tests, *p < 0.05, **p < 0.01 versus the db/db group, ^††^p < 0.01: versus the db/db + estrogen group, and ^¶¶^p < 0.01: versus the db/db + vehicle group.

In the WT group, several new blood vessels were synthesized from the wound edges and the bottom of the wound on day 7, and they gradually disappeared until day 14. In the db/db group, the new blood vessels were not synthesized from the wound edges and the bottom of the wound on day 7. However, they were gradually synthesized until day 14. In the db/db + estrogen and db/db + vehicle groups, the new blood vessels were synthesized at a later time compared with the WT group, and they gradually disappeared until day 14. The ratio of new blood vessels was significantly lower on day 7 (p < 0.01) and higher on day 14 (p < 0.05) in the db/db group than in the WT group. By contrast, the ratios of new blood vessels were significantly lower in the db/db + estrogen and db/db + vehicle groups than in the WT group on day 7 (p < 0.01) and in the db/db group on day 14 (p < 0.01) (Fig 3C and 3D).

### Macrophages and Ym1+ M2 macrophages

The wounds in the WT, db/db + estrogen, and db/db + vehicle groups had a large number of macrophages on day 7. Meanwhile, the wounds in the db/db group had a low number of macrophages on day 7. There was a large number of Ym1^+^ M2 macrophages in the wounds in the WT and db/db + vehicle groups on day 7 and particularly the db/db + estrogen group. By contrast, the wounds in the db/db group had a small number of Ym1^+^ M2 macrophages on day 7. The number of macrophages was significantly lower in the db/db group than in the WT, db/db + estrogen, and db/db + vehicle groups (p < 0.01, p < 0.01, and p < 0.05, respectively) (Fig 4A and 4B). The number of Ym1^+^ M2 macrophages was significantly larger in the db/db + estrogen group than in the db/db group on day 7 (p < 0.01). Furthermore, it was significantly larger in the db/db + estrogen group than in the WT and db/db + vehicle groups on day 7 (p < 0.01) (Fig 4A and 4C). In addition, the Ym1^+^ M2 macrophage/macrophage ratio was significantly higher in the db/db + estrogen group than in the db/db group on day 7 (p < 0.01). Moreover, it was significantly higher in the db/db + estrogen group than in the WT and db/db + vehicle groups on day 7 (p < 0.01) (Fig 4A and 4D).

**Fig 4:**
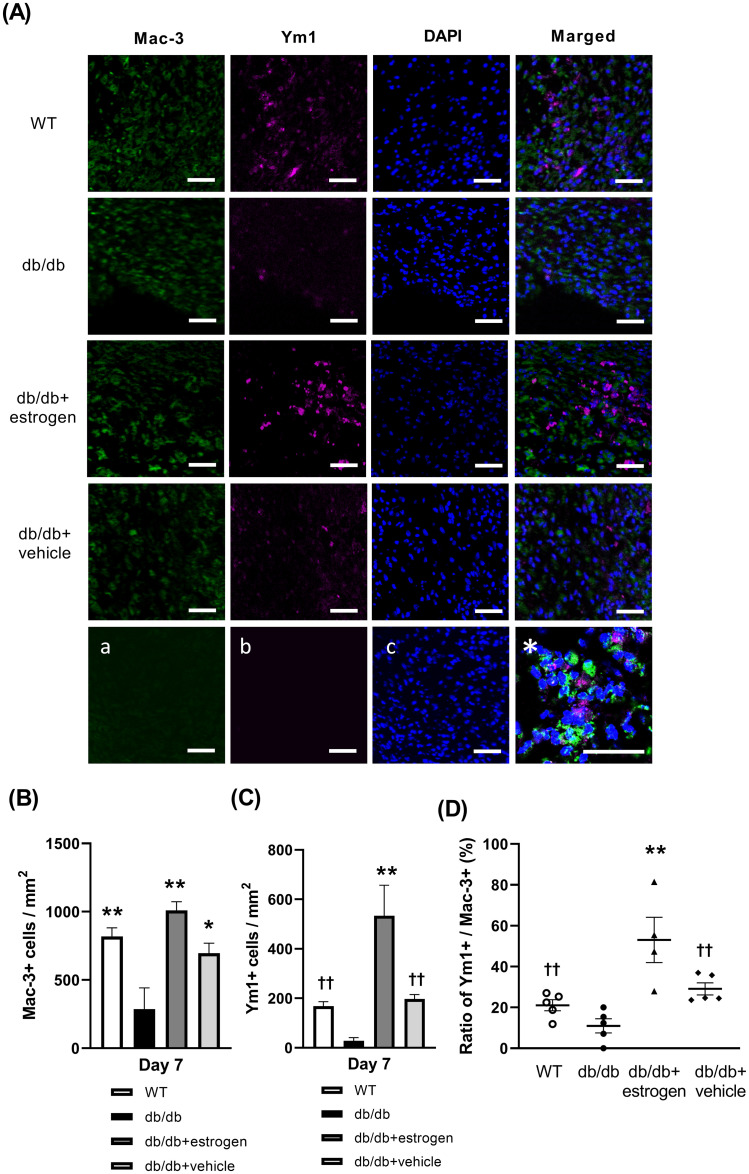
Macrophages and ym1^+^ M2 macrophages. (A) Immunofluorescence staining with Alexa Fluor 488 (green; anti-mac-3 antibody), Alexa Fluor 647 (pink; anti-ym1 antibody), and DAPI (blue) were observed on day 7. The panels labeled as a, b and c are negative controls without primary antibodies, and the panel labeled with an asterisk is an enlarged representative image of the db/db + estrogen group. Bars, 50 μm. (B) The number of macrophages per mm^2^ and (C) the number of ym1^+^ M2 macrophages per mm^2^ are depicted in box graphs. (D) The ratio of ym1^+^ M2 macrophages/macrophages (%) is shown in doted graphs. Values were expressed as mean ± SEM, n = 4–5; ANOVA, Tukey’s HSD test, *p < 0.05, **p < 0.01: versus the db/db group, ^††^p < 0.01: versus the db/db + estrogen group.

### Microarray analysis of global gene expression changes

Compared with the WT group, the db/db group had a large gene expression variation both on days 7 and 14. 

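On the arrays labelled day 7, 4193 of the 29746 probes tested were called between the db/db and WT groups. Of these, 1688 were higher and 2505 lower in the db/db group. With Benjamini-Hochberg adjustment of limma's p, 2699 probes were called. For labelled day 14, 5440 of 30278 probes were called, with 713 higher and 4727 lower, and 4104 after adjustment. The spread of the log2 fold changes over the probes tested was 0.954 (SD) for labelled day 7 and 0.953 for labelled day 14. A fold change above 2 was found for 16.7% of the probes for labelled day 7 and for 20.8% for labelled day 14. Between replicates of one group, the share of probes beyond 2-fold was 6.14% for WT and 9.22% for db/db on the arrays labelled day 7. It was 11.4% for WT and 2.29% for db/db on those labelled day 14. The alternative that moved the count for labelled day 14 most was limma's normexp background correction, which called 2617 probes. Quantile normalization changed the split: 32.3% of the calls for labelled day 14 were higher in the db/db group, against 13.1% with scaling by the 75th percentile, and the median log2 fold change of all probes moved from −0.12 to 0.07. For labelled day 7 it raised the share of higher calls from 40.3% to 52.2%, and normexp moved the median of all probes from −0.05 to −0.19. Without the dim WT labelled day 14 replicate 2, the share of higher calls for that day was 13.4%. The adjusted count for labelled day 14 was 1332 without that array, 1747 and 1899 without db/db day 14 replicate 2 and 1, and 1821 with slide as a fixed block. Leaving out WT day 7 replicate 2 lowered the adjusted count for labelled day 7 to 1288, and leaving out db/db day 7 replicate 1 or 2 gave 1715 and 1665.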

Meanwhile, the global gene expression in the db/db + estrogen group compared with the db/db group had small and moderate gene expression variations on days 7 and 14, respectively. 

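The arrays labelled day 14, which hold the paper's values for day 7, gave 1105 called probes of 28245 between the db/db + estrogen and db/db groups. Of these, 722 were higher and 383 lower with estrogen. After Benjamini-Hochberg adjustment limma called 28 probes, 27 of them higher, and between 8 and 59 when 1 array was left out. Fold changes above 2 were found for 6.11% of the probes tested, and the SD of the log2 fold changes was 0.515. The pair of db/db + estrogen arrays labelled day 14 itself differed by more than 2-fold at 9.28% of probes. One array decided the size of this count, since without db/db + estrogen day 14 replicate 2 it was 1984. Under quantile normalization 53.5% of the calls were higher with estrogen, against 65.3% without it. On the arrays labelled day 7, which hold the paper's values for day 14, 2996 of 30189 probes were called, with 1575 higher and 1421 lower. The adjusted count was 1460, but 443 without db/db + estrogen day 7 replicate 1, 466 without replicate 2 of that group, and 960 or 967 without 1 of the db/db arrays. The SD of the log2 fold changes there was 0.869. Here 12.6% of the probes lay beyond 2-fold. The db/db + estrogen replicates of that label did so at 2.09% of probes, and the db/db replicates at 9.22%.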

The global gene expression in the db/db + vehicle group compared with the db/db group had moderate and small gene expression variations on days 7 and 14, respectively (Fig 5A). 

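Between the db/db + vehicle and db/db groups, 2182 of 29043 probes were called on the arrays labelled day 14 (day 7 in the paper's values). Vehicle raised 1543 of them and lowered 639, and 56 remained past the adjusted threshold, with 1 to 10 when 1 array was left out and 25 with slide as a fixed block. Probes beyond 2-fold made up 11.2% of those tested, against 3.11% between the db/db + vehicle replicates. Leaving out single arrays moved the count of calls to 1437 without db/db + vehicle day 14 replicate 1 and to 1401 without db/db day 14 replicate 1. With normexp, the share of calls that were higher fell from 70.7% to 59.3%. On the arrays labelled day 7 (day 14 in the paper's values), 1437 of 29786 probes were called, 751 higher and 686 lower. Of these probes, 44 passed with adjusted p, 11 of them higher and 33 lower, and 7 with slide as a fixed block. The near-even split of the calls therefore did not hold after adjustment. The median log2 fold change of all probes tested was 0.046. It was −0.0042 without db/db day 7 replicate 1 and 0.083 without replicate 2 of that group. Leaving out 1 array gave adjusted counts from 2 to 103. The share beyond 2-fold was 7.22%, close to the 6.95% between the db/db + vehicle replicates of that label. Without db/db day 7 replicate 1 the count was 914, and without db/db day 7 replicate 2 it was 2515. The SD of log2 fold changes for vehicle was 0.681 for labelled day 14 and 0.584 for labelled day 7.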

Tables 1 and 2 depict the top 10 upregulated or downregulated genes, respectively. These genes were somewhat reversed by estrogen treatment, especially on day 14, in the db/db group compared with the WT group.

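The genes of Tables 1 and 2 were measured through the probe with the paper's accession, or else through the brightest probe of the symbol, on the arrays of the labelled day that holds the paper's values. For Table 1, limma called 10 of 10 genes between db/db and WT for the paper's day 7 and 9 of 10 for its day 14. In Table 2 the corresponding counts were 8 of 10 and 9 of 10. Adjusted over the list alone, 10 and 9 of the genes of Table 1 and 8 and 9 of those of Table 2 passed 0.05 on these days. Adjusted over all probes tested, the counts were 4 and 9 for Table 1 and 8 and 9 for Table 2. The study chose these genes on these samples, so the counts over the list alone are not independent evidence. Myh7, the beta myosin heavy chain of heart and slow skeletal muscle, had a log2 fold change of 9.40 between db/db and WT for labelled day 14 (SE 3.16, limma's adjusted p = 0.063), a call lost without db/db day 14 replicate 1 or without WT day 14 replicate 1. Its level rested on single arrays elsewhere, with an SD of 7.22 between the db/db + estrogen replicates of that label. Syt10 was 813-fold higher in db/db for labelled day 7, a log2 change of 9.67 (SE 1.04, limma's adjusted p = 0.00075), and 244-fold higher for labelled day 14. Ngp, a neutrophil granule gene, was at least 355-fold higher for labelled day 7. Skint3 was not well above background on any db/db array, which put it at least 641-fold lower than in WT for labelled day 7 and at least 338-fold lower for labelled day 14. The major urinary protein gene Mup5 had log2 fold changes of −8.21 and −6.81 for labelled days 7 and 14 (SE 0.65 for both). Thumpd1 was measured by 2 probes that gave different answers. The probe chosen by the rule changed by −0.21 and 0.07 on the log2 scale for labelled days 7 and 14, while the other, which holds the values of Table 2, was well above background on every WT array and on no array of a db/db group. Med8 showed the same split: its chosen probe changed by 0.06 on the arrays labelled day 14, and its other probe was well above background on the WT arrays alone.

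**Figure D1:**
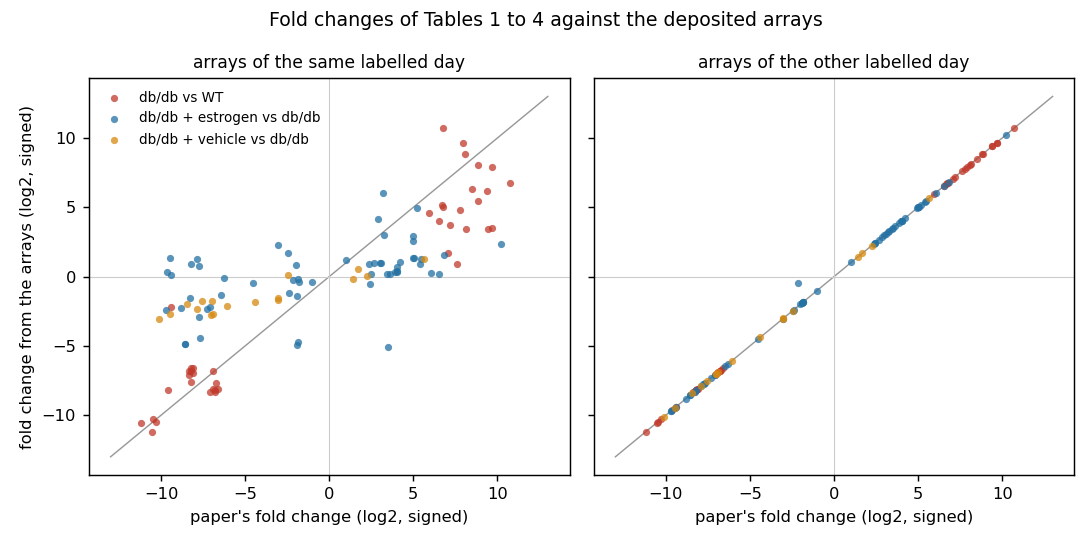
Fold changes printed in Tables 1 to 4 (horizontal axis, signed log2) against those of the nearest probe of the same gene (vertical axis, signed log2), on arrays of the same labelled day in one panel and of the other labelled day in the other. Each point is 1 of 115 values, coloured by comparison; on arrays of the other labelled day 114 points lie within 1% of equality, and on arrays of the same labelled day 0 do.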

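The 20 genes listed for the paper's day 14 all changed in the opposite direction under estrogen on the arrays labelled day 7, and 16 of these changes were called. With vehicle, 16 of the 20 went in the opposite direction there and 6 were called. For the 20 genes listed for day 7, the arrays labelled day 14 showed 16 opposite changes with estrogen, of which 0 were called by limma. Vehicle gave 14 opposite changes of the 20 there, and 6 were called. The genes were picked on the db/db arrays that also enter these changes, which by itself favours the opposite direction. In 1000 simulations of treated groups without change, run after these counts were seen, the 20 genes of largest difference had a median of 13 opposite changes and at most 19, for either label. Of the counts of opposite changes, that under estrogen for labelled day 7 alone exceeded this. Opposite and called genes numbered at most 5 in the simulations for labelled day 7 and at most 4 for labelled day 14. The simulated genes varied independently, while the listed genes include families, such as the major urinary protein genes, that can move together. The simulated range may be too narrow for such genes, so the excess does not by itself show an effect of estrogen. Adjusted over the list alone, 8 of the 8 estrogen values that Table 1 prints for day 14 passed 0.05 on the arrays labelled day 7, and 6 did so adjusted over all probes. Krt25, a hair follicle keratin, was at least 225-fold lower in db/db than in WT for labelled day 7. Estrogen brought it to at least 388 times the db/db level (limma's adjusted p = 0.0039) and vehicle to at least 16.3 times, a call that normexp did not keep. Ngp changed by −9.68 on the log2 scale with estrogen on those arrays (SE 1.20, measured on 1 of the 2 db/db + estrogen arrays) and by −7.03 with vehicle. For 10 major urinary protein genes, the median log2 change under estrogen was 3.95 for labelled day 7 and 0.45 for labelled day 14, while under vehicle it was 0.00 and 0.10. Myh7 changed by −9.46 with vehicle for labelled day 14 (SE 3.16, limma's adjusted p = 0.18), a call lost without db/db day 14 replicate 1.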

**Fig 5:**
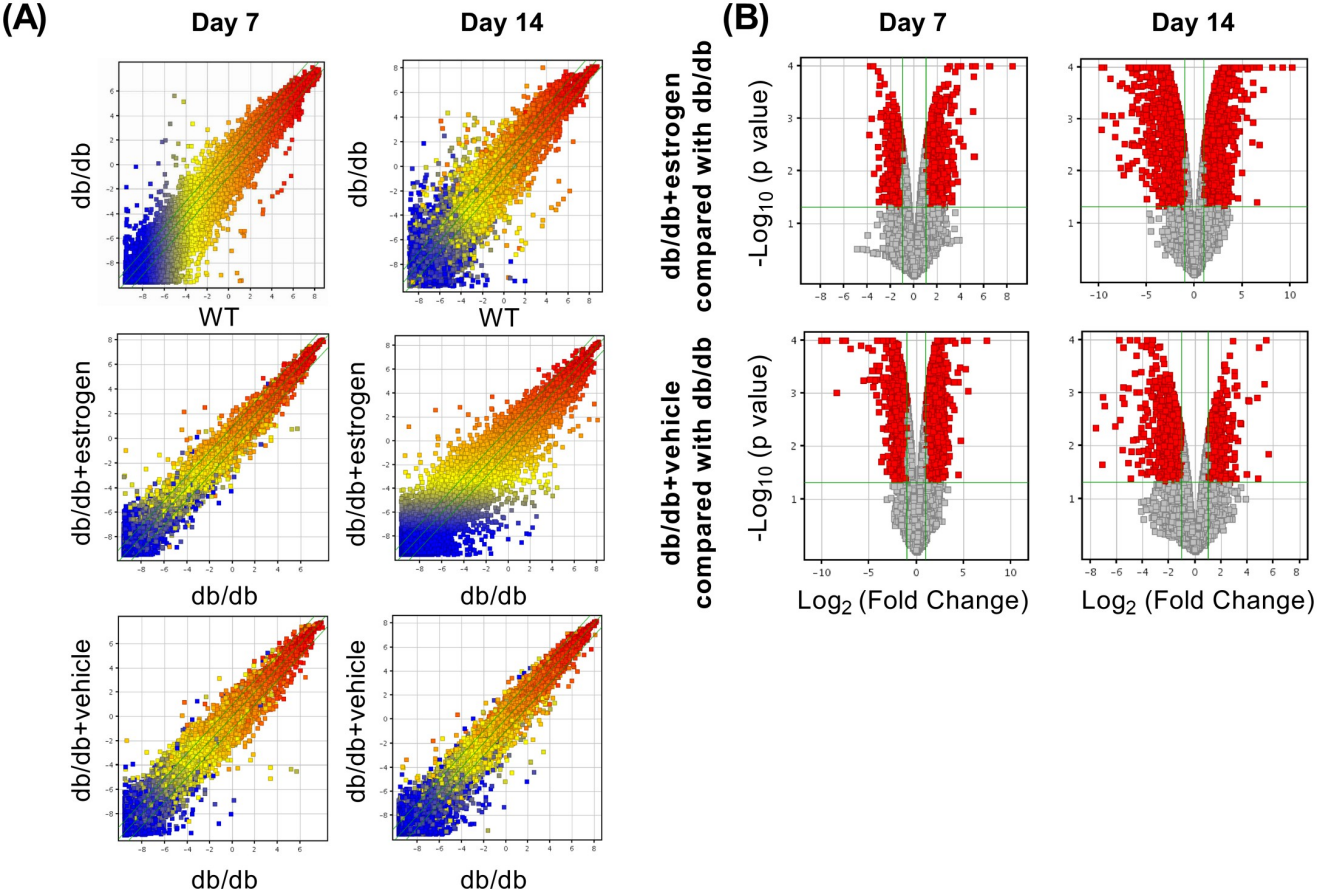
Scatter and volcano plots. (A) The scatter plots on days 7 and 14 after wounding are shown. The upregulated and downregulated genes are depicted in red and blue, respectively. (B) The volcano plots show DEG with a p- value <0.05 and an FC >2.0 on days 7 and 14 after wounding, depicted in red, in the db/db + estrogen or the db/db + vehicle group compared with the db/db group.

**Table 1:** Top 10 upregulated genes in db/db mice.

Number	Symbol	Description	db/db^a^ (FC)	db/db+ estrogen^b^ (FC)	db/db+ vehicle^b^ (FC)
Day 7					
XM_003689292	*LOC100862557*	myosin-6-like	1703.89	-	−1123.04
NM_080728	*Myh7*	myosin, heavy polypeptide 7	677.30	-	−706.18
NM_010861	*Myl2*	myosin, light polypeptide 2	455.36	-	−345.34
NM_022314	*Tpm3*	tropomyosin 3	365.62	-	−236.57
NM_008571	*Mcpt2*	mast cell protease 2	268.07	−2.05	-
NM_018803	*Syt10*	synaptotagmin X	243.66	-	-
NM_010871	*Naip6*	apoptosis inhibitory protein 6	218.05	-	-
NM_010859	*Myl3*	myosin, light polypeptide 3	109.86	-	−186.16
NM_001085378	*Myh7b*	myosin, heavy chain 7B	102.49	-	−127.80
NM_010381	*H2-Ea-ps*	histocompatibility 2, class II antigen E alpha	61.42	-	-
Day 14					
NM_181596	*Retnlg*	resistin like gamma	818.32	−314.14	−8.09
NM_018803	*Syt10*	synaptotagmin X	813.82	-	-
NM_008694	*Ngp*	neutrophilic granule protein	685.53	−823.08	−131.23
NM_008571	*Mcpt2*	mast cell protease 2	469.72	-	-
NM_008522	*Ltf*	lactotransferrin	281.25	−452.90	−120.05
NM_011260	*Reg3g*	regenerating islet-derived 3 gamma	197.44	−22.86	−5.46
AY500847	*Mpo*	myeloperoxidase	147.05	−78.07	−21.04
NM_009921	*Camp*	cathelicidin antimicrobial peptide	135.06	−135.13	−67.88
XM_003689292	*LOC100862557*	myosin-6-like	106.89	−375.24	-
NM_207534	*Mrgpra5*	MAS-related GPR	92.83	−87.92	−8.18

Data were expressed in p- values <0.05 and FCs >2.0 compared with a: the WT group and b: the db/db group. FC: Fold change.

**Table 2:** Top 10 downregulated genes in db/db mice.

Number	Symbol	Description	db/db^a^ (FC)	db/db+ estrogen^b^ (FC)	db/db+ vehicle^b^ (FC)
Day 7					
NM_177578	*Skint3*	selection and upkeep of intraepithelial T cells 3	−1493.09	-	-
NM_145585	*Thumpd1*	THUMP domain containing 1	−1421.40	-	-
NM_178786	*Skint4*	selection and upkeep of intraepithelial T cells 4	−296.08	-	3.21
NM_001012323	*Mup20*	major urinary protein 20	−136.16	2.03	-
NM_001126319	*Mup9*	major urinary protein 9	−122.09	-	4.70
NM_020000	*Med8*	mediator of RNA polymerase II transcription	−118.45	-	-
NM_008649	*Mup5*	major urinary protein 5	−111.84	-	-
NM_001200006	*Mup17*	major urinary protein 17	−109.79	-	-
NM_001039544	*Mup3*	major urinary protein 3	−105.14	-	-
NM_001135127	*Mup19*	major urinary protein 19	−98.09	-	-
Day 14					
NM_177578	*Skint3*	selection and upkeep of intraepithelial T cells 3	−2367.63	-	2.68
NM_145585	*Thumpd1*	THUMP domain containing 1	−1240.81	-	-
NM_178786	*Skint4*	selection and upkeep of intraepithelial T cells 4	−784.27	7.98	-
MN_133730	*Krt25*	keratin 25	−687.54	1187.09	49.86
NM_001012323	*Mup20*	major urinary protein 20	−328.19	18.63	-
NM_001200006	*Mup17*	major urinary protein 17	−326.94	16.18	-
NM_008649	*Mup5*	major urinary protein 5	−295.54	16.51	-
NM_001199333	*LOC100048884*	novel member of the major urinary protein gene family	−295.04	16.14	-
NM_001126319	*Mup9*	major urinary protein 9	−280.05	5.18	-
NM_001135127	*Mup19*	major urinary protein 19	−273.09	14.84	-

Data were expressed in p- values <0.05 and FCs >2.0 compared with a: the WT group and b: the db/db group. FC: Fold change.

### Microarray analysis of the global gene expression of estrogen administration-specific changes

The volcano plots were used to visualize the DEG with a p- value <0.05 and an FC >2.0 in the db/db + estrogen or db/db + vehicle group compared with the db/db group on days 7 and 14 (Fig 5B). 

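The same thresholds were applied to the db/db + estrogen group against the db/db + vehicle group, a comparison of groups that both received the oil. With the arrays labelled day 7, 2709 of 30150 probes were called, with 1406 higher and 1303 lower in the db/db + estrogen group. After adjustment 773 remained, 393 higher and 380 lower, and 83 to 472 when 1 array was left out. With those labelled day 14, 285 of 28975 probes were called, 147 higher and 138 lower, and limma's adjusted count was 0, with 1558 probes at an unadjusted p below 0.05 whatever their fold change. Quantile normalization gave an adjusted count of 4 there, a floor on dim signals gave 1, and leaving out 1 array gave 0 to 2. Without db/db + estrogen day 14 replicate 1 the number called was 1844, and without db/db + vehicle day 14 replicate 2 it was 437. Among all 16 arrays, the first principal component held 34.7% of the variance and the second 16.6%. On simulated data with 200 changed probes, the same thresholds called 186 of them on the day 7 arrays of the db/db + estrogen and db/db groups, together with 404 of the unchanged probes. Adjustment left 139 changed and 9 unchanged probes there.

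**Figure D2:**
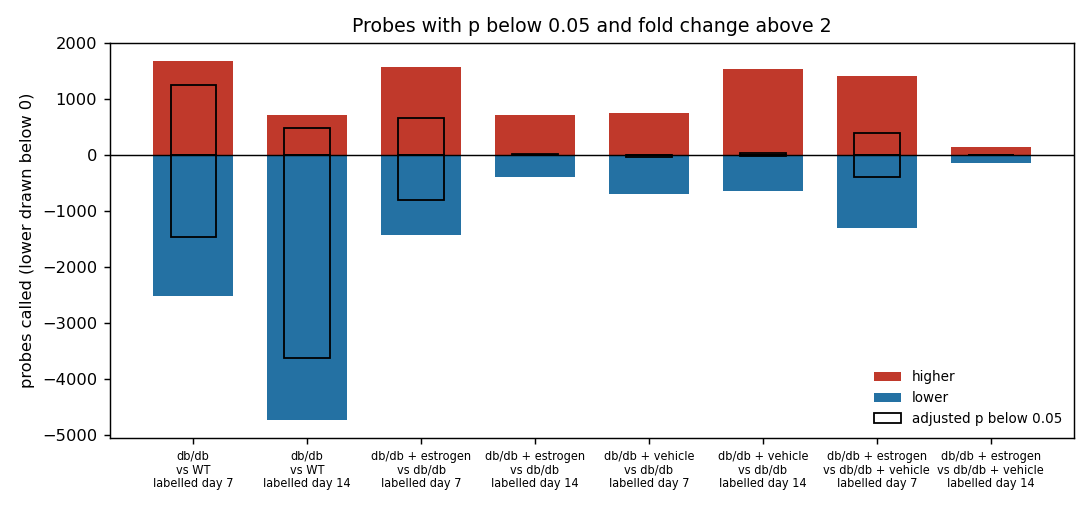
Number of probes called (vertical axis, probes higher above 0 and lower below) for each comparison on the arrays labelled day 7 and day 14, with boxes for those whose adjusted p was below 0.05. The db/db vs WT comparison has 4193 and 5440 called probes, and db/db + estrogen vs db/db + vehicle has 2709 and 285.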

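Probes called under estrogen and not under vehicle, both against db/db, numbered 1308 higher and 1028 lower on the arrays labelled day 7. Those labelled day 14 gave 268 higher and 164 lower. The lower count for labelled day 14 was 367 without db/db + estrogen day 14 replicate 2 and 262 without replicate 1. In a direct comparison of the db/db + estrogen and db/db + vehicle groups, 805 of the higher and 633 of the lower probes for labelled day 7 were called, and 56 and 6 for labelled day 14. Among the genes of largest change on the arrays labelled day 7, Krt33a was at least 32.5-fold higher with estrogen than in db/db (limma's adjusted p = 0.041). Clvs2 was at least 6.93-fold higher, with an adjusted p of 0.00053 from limma. Sprr2f, a cornified envelope gene, was at least 341-fold lower and was not well above background on either db/db + estrogen array. The neutrophil chemokine gene Cxcl3 changed by −7.74 on the log2 scale (SE 1.60, limma's adjusted p = 0.022, measured on 1 of the 2 db/db + estrogen arrays), and Mmp10 changed by −7.29 (SE 1.59). Ngfr was 36.8-fold higher there, and 31.1-fold on the arrays labelled day 14 (log2 4.96, SE 0.78, limma's adjusted p = 0.061), where vehicle alone raised it by 3.49 on the log2 scale. Olfr792 was at least 2.58-fold higher on the arrays labelled day 14, a call that normexp did not keep. Gzmf was at least 5.34-fold higher there but was not called, and on the arrays labelled day 7 it was at least 15.3-fold lower and was called. Within labelled day 14 Bcan changed by −1.93 (SE 0.59, limma's adjusted p = 0.33), a call lost without db/db + estrogen day 14 replicate 2.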

Tables 3 and 4 show the top 10 upregulated or downregulated genes in db/db + estrogen-specific changes, respectively. Enrichment analysis of db/db + estrogen-specific upregulation revealed overrepresented biological process terms associated with the defense response to other organisms, response to interferon-beta and regulation of innate immune response on day 7, and keratinization, response to interferon-beta and tissue morphogenesis on day 14 (Fig 6A). Moreover, enrichment analysis of db/db + estrogen-specific downregulation revealed overrepresented biological process terms associated with blood vessel morphogenesis, second messenger-mediated signaling, and extracellular matrix organization on day 7 and inflammatory response, leukocyte migration, and cytokine production on day 14 (Fig 6B).

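No gene ontology was used here, and lists of genes written before the data were examined stood in for the terms. Unlike the paper's enrichment among estrogen-specific genes, the tests here ask whether a whole list shifted. Each list was tested with limma's camera at a preset correlation of 0.01 between genes (two-sided), with 1 probe per gene, and its p was adjusted over the lists tested. The interferon list of 49 genes had a median log2 fold change of 1.15 between db/db + estrogen and db/db for labelled day 14, which holds the paper's values for day 7. There 47 of the genes were higher (adjusted p = 1.2e-30 from limma's camera). For labelled day 7 the median was 1.14, again with 47 of 49 genes higher (adjusted p = 4.3e-20 from limma's camera). When adjusted over the list alone, 38 of its genes passed 0.05 for labelled day 14 and 43 for labelled day 7, and adjusted over all probes 1 and 21 did. At their bounds, the 1 gene not well above background in db/db for labelled day 7 gave a median of 1.12. limma's fry, a rotation test that lets genes correlate, also called the list on both labelled days, with adjusted p of 0.014 and 0.0012. With the correlation between genes estimated from the arrays, camera called none of the 6 lists that stood in for terms in any comparison, while fry called the interferon, inflammation and leukocyte lists with estrogen for labelled day 7, against db/db as against db/db + vehicle, and the interferon list against db/db for labelled day 14. In the db/db + vehicle group the interferon list also lay above db/db, by a median of 0.57 for labelled day 7 and 0.49 for labelled day 14. The alternative that moved the interferon result most was leaving out db/db + estrogen day 14 replicate 2, which gave a median of 0.79. The keratinization list had a median of 0.77 for labelled day 7, which holds the paper's values for day 14, with 49 of 71 genes higher. Its mean was −0.02, and camera did not call it (adjusted p = 0.54 from limma). Of the 71 genes, 35 passed adjusted over the list alone, and 26 over all probes. Vehicle raised this list by a median of 1.13 on the same arrays, with 66 of 68 genes higher. For labelled day 14 the median with estrogen was 0.32, which became −0.34 without db/db + estrogen day 14 replicate 1 and 1.13 without replicate 2. Terms for defense response and tissue morphogenesis were not analysed here.

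**Figure D3:**
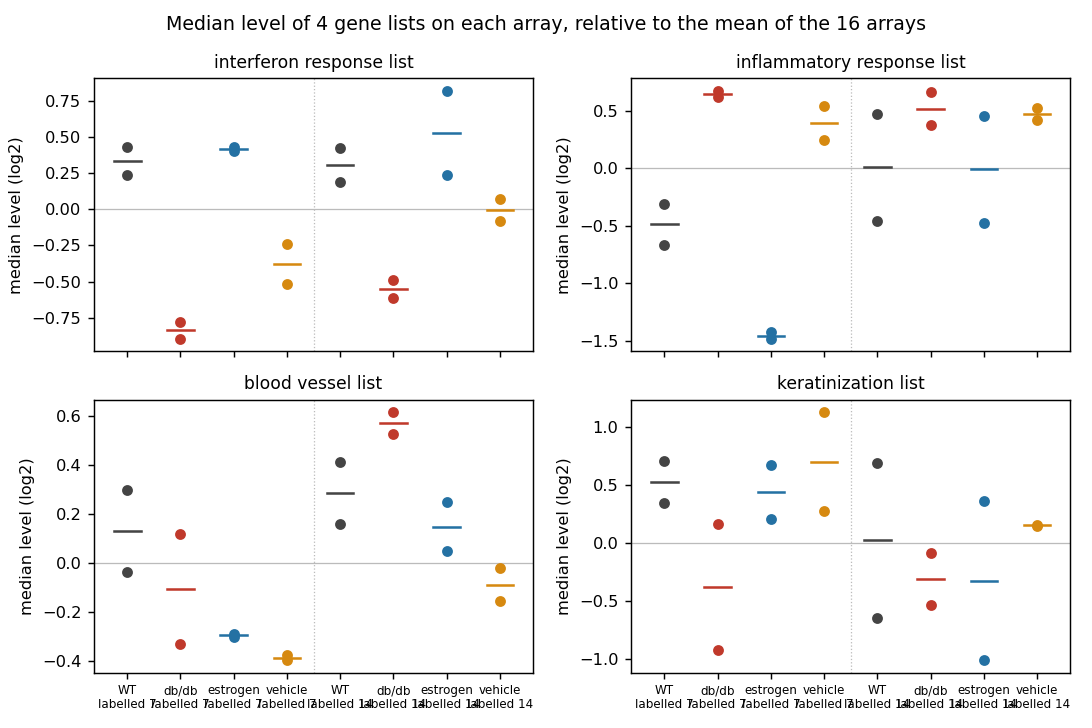
Median level of the interferon, inflammation, vessel and keratinization lists on each array (vertical axis, log2 relative to the mean of the 16 arrays), by group and labelled day, with each point 1 array. For the interferon list, the db/db + estrogen arrays labelled day 7 lie at 0.43 and 0.40 and the db/db arrays of that label at −0.90 and −0.78.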

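The vessel list of 45 genes was lower in the db/db + estrogen group than in db/db for labelled day 14, which holds the paper's values for day 7, with a median log2 fold change of −0.46 and 7 genes higher (adjusted p = 8.2e-11 from limma's camera). fry did not call it (adjusted p = 0.15 from limma). By limma's test 0 of its genes passed adjusted over the list alone or over all probes, and 2 were called at the unadjusted thresholds. Vehicle lowered the list further, by a median of −0.72, and 17 of the 45 genes passed adjusted over the list alone with 0 over all probes. The matrix list had a median of −0.18 with estrogen there, with 20 of 62 genes higher (adjusted p = 0.00013 from limma's camera), and −0.37 with vehicle. For labelled day 7, the vessel list had a median of −0.27, a call that was lost without db/db day 7 replicate 1, where the median was −0.10. The inflammation list fell on the arrays labelled day 7, which hold the paper's values for day 14, to a median log2 change of −1.93 with 3 of 46 genes higher (adjusted p = 2.1e-19 from limma's camera). Of the 46 genes, 32 passed adjusted over the list alone, and 20 over all probes. With the gene whose level was only bounded put at its bound, the median was −1.78. The leukocyte list had a median of −0.94, with 5 of 42 genes higher (adjusted p = 2.0e-17 from limma's camera), and 31 of the genes passed adjusted over the list alone and 17 over all probes. With vehicle, the medians on these arrays were −0.42 for inflammation and −0.75 for leukocytes. For labelled day 14, the inflammation list had a median of −0.34 with estrogen, which turned to 0.02 without db/db + estrogen day 14 replicate 2. Second messenger signaling and cytokine production were not analysed here.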

**Fig 6:**
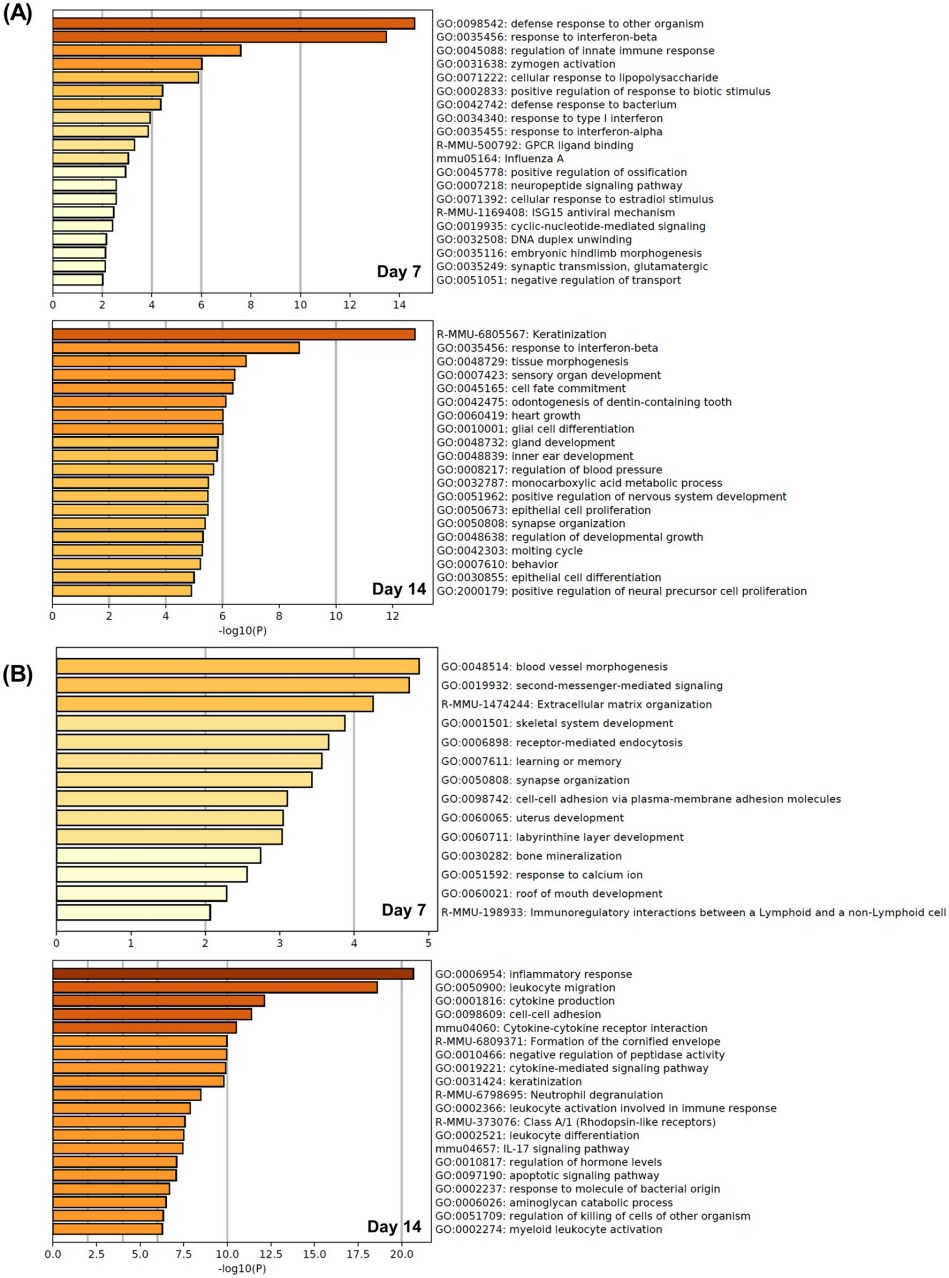
Gene set enrichment analysis. (A) Gene set enrichment analysis of db/db + estrogen-specific upregulation on days 7 and 14 after wounding. (B) Gene set enrichment analysis of db/db + estrogen-specific downregulation on days 7 and 14 after wounding.

**Table 3:** Top 10 genes upregulated specifically in db/db + estrogen mice.

Number	Symbol	Description	db/db + estrogen specific (FC)
Day 7			
NM_001011849	*Olfr792*	olfactory receptor 792	12.36
NM_010374	*Gzmf*	granzyme F	11.23
NM_146402	*Olfr1303*	olfactory receptor 1303	11.04
NM_198414	*Paqr9*	progestin and adipoQ receptor family member IX	9.65
NM_010640	*Klk1b11*	kallikrein 1-related peptidase b11	9.32
NM_027306	*Zdhhc25*	zinc finger, DHHC domain containing 25	8.53
NM_020268	*Klk1b27*	kallikrein 1-related peptidase b27	7.33
NM_172861	*Slc7a14*	solute carrier family 7	6.28
NM _147079	*Olfr547*	olfactory receptor 547	5.49
NM _080644	*Cacng5*	calcium channel, voltage-dependent, gamma subunit 5	5.42
Day 14			
NM_001037800	*Cd209b*	CD209b antigen	113.77
NM_010668	*Krt2*	keratin 2	91.67
NM_027983	*Krt33a*	keratin 33A	66.70
NM_020509	*Retnla*	resistin like alpha	44.74
NM_026956	*Cd209f*	CD209f antigen	42.02
NM_033217	*Ngfr*	nerve growth factor receptor	36.75
NM_027574	*Krt28*	keratin 28	32.90
NM_024450	*Scd3*	stearoyl-coenzyme A desaturase 3	32.25
NM_027574	*Krt28*	keratin 28	31.68
NM_175448	*Clvs2*	clavesin 2	31.24

Data were expressed in p-values <0.05 and displayed by excluding predicted genes or RIKEN cDNA genes. FC: fold change.

**Table 4:** Top 10 genes downregulated specifically in db/db + estrogen mice.

Number	Symbol	Description	db/db + estrogen specific (FC)
Day 7			
NM_ 001003667	*Krt77*	keratin 77	−8.26
NM_ 008973	*Ptn*	pleiotrophin	−5.47
NM_153539	*Fam5c*	family with sequence similarity 5, member C	−5.26
BC115767	*Adam19*	a disintegrin and metallopeptidase domain 19	−4.49
NM_ 009575	*Zic3*	zinc finger protein of the cerebellum 3	−3.98
NM_ 008263	*Hoxa10*	homeobox A10	−3.81
NM_ 001109758	*Bcan*	brevican	−3.81
NM_ 144551	*Trib2*	tribbles homolog 2	−3.63
NM _ 001162476	*Stra6*	stimulated by retinoic acid gene 6	−3.62
NM _001033354	*Iqsec3*	IQ motif and Sec7 domain 3	−3.54
Day 14			
NM _011472	*Sprr2f*	small proline-rich protein 2F	−817.58
NM_ 011475	*Sprr2i*	small proline-rich protein 2I	−699.84
NM_001039594	*Lce3a*	late cornified envelope 3A	−673.86
XM_003689292	*LOC100862557*	myosin-6-like	−375.24
NR_003185	*Sprr2j-ps*	small proline-rich protein 2J, pseudogene	−294.32
NM_011477	*Sprr2k*	small proline-rich protein 2K	−235.77
NR_003548	*Sprr2g*	small proline-rich protein 2G	−217.35
NM_ 203320	*Cxcl3*	chemokine (C-X-C motif) ligand 3	−213.67
NM_ 080728	*Myh7*	myosin, heavy polypeptide 7	−202.12
NM_ 019471	*Mmp10*	matrix metallopeptidase 10	−157.10

Data were expressed in p-values <0.05 and displayed by excluding predicted genes or RIKEN cDNA genes. FC: fold change.

## Discussion

Chronic nonhealing wounds are a major health and economic burden worldwide. Recently, female sex hormones have been found to be beneficial on wound healing in diabetes [17]. However, whether estrogen treatment can promote cutaneous wound healing in diabetes remains unclear. Therefore, the present study aimed to assess the effect of estrogen on cutaneous wound healing in a type 2 diabetes db/db mice model. Results showed that estrogen treatment promoted cutaneous wound healing in db/db mice.

The levels of ovarian steroid hormones, which include serum estradiol and progesterone, were consistently lower in db/db mice than in their littermate controls [28]. Zhuge et al. showed that the uterine weight of estrogen-treated db/db mice was significantly higher than that of placebo-treated db/db mice [18]. In the current study, the uterine weight in the db/db + estrogen group was significantly higher than those in the db/db, db/db + vehicle, and WT groups. Estradiol was correlated with uterine weight; estrogen induced increase in uterine weight [29, 30], and successful estrogen replacement was confirmed by a higher uterine weight [16, 27]. Therefore, estrogen replacement was effective in the current study.

Previous studies have shown that mice with blood glucose levels of > 250 mg/dL [31, 32], 300 mg/dL [33, 34], or 350 mg/dL [35] were considered to have chemically streptozotocin-induced type 1 diabetes. Moreover, in db/db mice with genetically induced type 2 diabetes, the blood glucose level was over 400 mg/dL after the 8^th^ week [28, 36]. In the current study, the blood glucose levels were > 601 mg/dL in the db/db group, and they remained constant during the observational period. Therefore, our model was confirmed to have diabetes. In contrast, in the current study, the blood glucose level in the db/db + estrogen group was significantly lower than those in the db/db and db/db + vehicle groups. Previous studies have shown that estrogen treatment normalized metabolic homeostasis while maintaining systemic euglycemia in db/db mice [37, 38]. Garris revealed that the severity of genomic db/db mutation expression may be modified by estrogen, with the gonadal steroid probably acting as a nuclear-specific stimulatory transcriptional modulator of cellular glucometabolic cascades [39]. Therefore, in the current study, topical estrogen application could regulate hyperglycemia.

Diabetes mellitus impairs cutaneous wound healing, thereby making patients with type 2 diabetes susceptible to chronic nonhealing DFU that often result in limb amputations [7, 8, 40]. In animal models, wound healing was impaired in db/db mice with genetically induced type-2 diabetes [41, 42]. The current study showed that the wound ratio in the db/db group was significantly larger than that in the WT group. A histological analysis revealed a longer distance between the new epithelium tips on days 7 and 14 and a low density of new blood vessels on day 7 compared with the WT group. This result indicates that re-epithelialization and angiogenesis showed significant impairment in mice with type 2 diabetes. Therefore, cutaneous wound healing was delayed in mice with type 2 diabetes. By contrast, this delay was reversed by estrogen application in db/db mice. The wound ratios in the db/db + estrogen group were significantly lower than that in the db/db group. A histological analysis in the db/db + estrogen group revealed a longer distance between the new epithelium tips on days 7 and 14, and an early withdrawal of new blood vessels on day 14 compared with the db/db group. This finding indicated that re-epithelialization and angiogenesis were significantly promoted by estrogen application in mice with type 2 diabetes. Previous studies reported that estrogen treatment accelerated wound healing by reducing wound area and improving neovascularization in db/db mice with type 2 diabetes [18], and the administration of estrogen improved vascular outcomes in rats with STZ-induced type 1 diabetes [43]. Therefore, the present study showed that delayed cutaneous wound healing improved after estrogen treatment in mice with type 2 diabetes.

Macrophage infiltration was delayed in diabetic wounds [44]. In the current study, the db/db group had a significantly smaller number of macrophages than the WT group. This result showed that macrophage infiltration was delayed in db/db mice. Moreover, the function and morphology of macrophages are also disturbed in db/db mice [45]. Macrophages can have different functional phenotypes, which are divided into two groups: pro-inflammatory M1 macrophages and anti-inflammatory M2 macrophages. In diabetic wounds, M1 macrophages include most macrophages in the wounds of db/db mice with type 2 diabetes, which reflected the improvement of M1 macrophages and the suppression of M2 macrophages [41], and dominant phenotype impairment in tissue repair [46, 47]. In the present study, the Ym1^+^ M2 macrophage/macrophage ratio was significantly larger in the db/db + estrogen group than in the db/db group on day 7. Some previous studies showed that estrogen application promotes M2 macrophage appearance [27, 48, 49]. M2 macrophages can promote the migration and proliferation of keratinocytes, fibroblasts, and endothelial cells [50, 51]. Moreover, experimental therapies used at present have examined the role of macrophages in promoting wound healing in chronic wounds [52]. Therefore, taken together, delayed cutaneous wound healing was improved by topical estrogen application in mice with type 2 diabetes by increasing the number of M2 macrophages in wounds. Thus, further studies should be conducted for identifying the key regulator that can ultimately result in progress in wound healing therapies in chronic nonhealing wounds.

The microarray technology can facilitate the simple and precise detection of substantial changes in gene expression [53]. By profiling this analysis, our dataset provides better insights about key biological processes that occur during wound healing by estrogen treatment. In the current study, the top 10 upregulated or downregulated genes in the db/db group were somewhat reversed by estrogen treatment, particularly on day 14. In addition, another analysis revealed the top 10 upregulated or downregulated genes in db/db + estrogen-specific changes on days 7 and 14. 

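Across probes called between db/db and WT, and tested in the other comparisons as well, the log2 fold changes of db/db against WT and of db/db + estrogen against db/db had a Pearson correlation of −0.777 over 4188 probes for labelled day 7. It was −0.545 over 5430 probes for labelled day 14. The db/db + vehicle group gave −0.569 and −0.521. These correlations are across probes, which are not independent replicates, and both sides share the db/db arrays. Groups simulated without any change, which share those arrays in the same way, gave a median correlation of −0.263 for labelled day 7 and −0.250 for labelled day 14, and the lowest of 50 simulations were −0.312 and −0.303. The simulated probes varied independently and without a slide effect, so this range may be too narrow. With db/db replicate 1 on one side and replicate 2 on the other, the estrogen correlation was −0.689 or −0.685 for labelled day 7. For labelled day 14 it was −0.469 or −0.418, again depending on which replicate stood on which side. The db/db and WT arrays labelled day 14 lay on different slides, and slide was not taken out of these correlations.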

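Adjusted over the list alone, 6 of the 10 genes of Table 3 and 6 of the 10 of Table 4 for the paper's day 7 passed 0.05 with estrogen against db/db, and 2 and 0 did so over all probes. For the paper's day 14, 8 of 9 genes of Table 3 passed either way, and in Table 4 10 passed over the list alone and 8 over all probes. The genes were picked by the study on these samples, so the first count of each pair is not independent evidence. Against the db/db + vehicle group, the 5 genes raised most by estrogen on the arrays labelled day 7, among those with no overlap between arrays, were Retnla, Kif12, Rfesd, Mup17 and Mup9. Kif12 was 30.2-fold higher (SE of the log2 change 0.72, limma's adjusted p = 0.011) and Rfesd 25.7-fold higher. Mup17 and Mup9 rose by 4.12 and 4.11 on the log2 scale. Vehicle changed Kif12 and Rfesd in the other direction against db/db on those arrays, by −1.69 and −1.48 on the log2 scale. The 5 most lowered were the cornified envelope genes Sprr2g, Sprr2e and Lce3b, with log2 changes of −9.70, −8.96 and −6.92, the urate oxidase gene Uox with −7.29 and the chemokine gene Cxcl5 with −6.69 (SE 1.16, limma's adjusted p = 0.018). None of these 10 genes was called in this comparison on the arrays labelled day 14, where Sprr2e changed by −0.84 and Cxcl5 by −0.93. Without db/db + estrogen day 14 replicate 1 Kif12, Lce3b and Uox were called there, all lower with estrogen.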

Several genes previously mentioned were confirmed as key regulators in cutaneous wound healing. Cd209 antigens and resistin-like alpha (*Retnla*), which is also found in inflammatory zone 1 (*Fizz 1*), are considered M2 macrophage markers [54]. 

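Cd209b was higher in the db/db + estrogen group than in db/db by 6.83 on the log2 scale (SE 1.02, limma's adjusted p = 0.0054) on the arrays labelled day 7, which hold the paper's values for day 14. It was measured on 1 of the 2 db/db arrays there. Cd209f was 42.1-fold higher, with a log2 change of 5.39 (SE 1.01, limma's adjusted p = 0.014). Against db/db + vehicle the changes were 3.64 for Cd209b and 3.32 for Cd209f, with limma's adjusted p of 0.083 and 0.10. Retnla rose 44.8-fold against db/db (log2 5.48, SE 0.64, limma's adjusted p = 0.0020) and by 5.24 on the log2 scale against db/db + vehicle (limma's adjusted p = 0.0053). Estrogen changed Cd209b by 1.55, Cd209f by 0.94 and Retnla by 1.30 against db/db on the arrays labelled day 14, and none was called. Vehicle changed them there by 1.87, 1.89 and 2.33. A list of 17 genes used as M2 markers, which holds the 3 genes named here, had a median log2 change of 1.96 with estrogen for labelled day 7 and 0.79 with vehicle. Its camera test against db/db + vehicle gave an adjusted p of 0.36 from limma, with 11 of 17 genes higher.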

Tissue kallikreins are key genes that promote re-epithelialization [55–57]. 

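Klk1b11 was 66.5-fold higher in the db/db + estrogen group than in db/db on the arrays labelled day 7 (log2 6.06, SE 0.79, limma's adjusted p = 0.0031) and 9.30-fold higher on those labelled day 14 (limma's adjusted p = 0.21). Vehicle raised it by 2.83 and 0.67 on the log2 scale. Klk1b27 was not well above background on any db/db array and was at least 5.08-fold higher with estrogen for labelled day 7 and at least 4.35-fold for labelled day 14, a call that normexp did not keep. Against db/db + vehicle, Klk1b27 was 3.16-fold higher for labelled day 7 (limma's adjusted p = 0.077) and 4.27-fold for labelled day 14, where it was measured on 1 of the 2 db/db + vehicle arrays. The kallikrein list of 24 genes had a median log2 change of 1.05 with estrogen for labelled day 7, with 15 genes higher. For labelled day 14 it was 0.61 with 20 genes higher (adjusted p = 8.0e-07 from limma's camera). With vehicle the median for labelled day 7 was 0.83, and all 24 genes were higher. Between the db/db + estrogen and db/db + vehicle groups 12 of 24 genes were higher on each labelled day, and the median and mean differed in sign, with 0.08 and −0.43 for labelled day 7 and −0.02 and 0.34 for labelled day 14. Genes went both ways: for labelled day 7, 18 of the 24 passed adjusted over the list alone and 10 over all probes, and for labelled day 14 9 and 0 did. Camera called the list higher than with vehicle for labelled day 14 (adjusted p = 0.0018 from limma), where fry did not (0.34), and not for labelled day 7 (0.77).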

Recently, the use of tissue kallikreins and its receptors as therapeutic targets for chronic nonhealing wounds in diabetes attracted attention [56–59]. Furthermore, the enrichment analysis showed key regulated biological processes promoted by estrogen treatment in db/db mice. These results may explain that the differential regulation of these genes via estrogen treatment improves wound healing in db/db mice. Nevertheless, further studies should be conducted to evaluate the effect of these genes on cutaneous wound healing and identify critical genes involved in the regulation of these events.

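Against db/db + vehicle, the interferon list had a median log2 change of 0.70 for labelled day 7 and 0.58 for labelled day 14. On each, 46 of 49 genes were higher. Of the 49 genes, 25 passed for labelled day 7 adjusted over the list alone, and 0 for labelled day 14. For labelled day 14, the list stood at 0.24 and 0.82 on db/db + estrogen replicates 1 and 2, relative to the mean of all arrays. The db/db + vehicle arrays of that label stood at 0.07 and −0.08. The difference for labelled day 14 thus rested largely on db/db + estrogen replicate 2. limma's camera gave adjusted p of 1.3e-10 and 9.2e-14, and fry 0.022 and 0.34. The inflammation list had a median of −1.59 for labelled day 7 with 3 of 45 genes higher (adjusted p = 1.4e-16 from limma's camera). Its median for labelled day 14 was −0.38, which became 0.12 without db/db + estrogen day 14 replicate 2. The leukocyte list had a median of −0.40 for labelled day 7, and of −0.01 for labelled day 14, where it was 0.17 without db/db + estrogen day 14 replicate 2. The vessel list was not lower against db/db + vehicle: its median was 0.06 for labelled day 7, with a mean of −0.03, and 0.23 for labelled day 14. That last value was called by camera (adjusted p = 0.0060 from limma) but not without db/db + estrogen day 14 replicate 2 or db/db + vehicle day 14 replicate 2, where the medians were 0.07 and 0.21. The matrix list had medians of 0.24 and 0.12. The keratinization list had a median of −0.15 and a mean of −1.39 for labelled day 7, and the median turned to 0.14 without db/db + estrogen day 7 replicate 2 and to 0.29 without db/db + vehicle day 7 replicate 2. The median for labelled day 14 was −0.45 with 5 of 65 genes higher, and 0.15 without db/db + estrogen day 14 replicate 2. From the changed genes and the enriched processes, the paper proposes that differential regulation of these genes under estrogen improves wound healing, and it asks for further studies.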

In summary, topical estrogen application reduced the wound area, promoted re-epithelialization and angiogenesis, and increased the number of M2 macrophages in type 2 diabetes. Furthermore, this treatment improved the differential regulation of genes in db/db mice. Therefore, it could promote cutaneous wound healing in female mice with type 2 diabetes. We believe that our results will be beneficial for wound care among women with diabetes. This is the first study specifically elucidating the effect of topical estrogen application on cutaneous wound healing in the db/db mouse model of type 2 diabetes. The effect of estrogen analogs must be further investigated in this model to better understand the role of estrogens in cutaneous wound healing.

How the deposited data were processed for this re-analysis (not part of the article)

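Wounds of female WT (C57BL/6J) and female db/db (C57BLKS/J) mice were profiled on 16 one-colour mouse arrays, with 2 arrays for each of the 4 treatment groups on each labelled day. Group, labelled day and replicate number were taken from the deposited sample records. The authors deposited 2 kinds of file. The scanner files hold an intensity for each spot, which the authors made with Feature Extraction 11.0.1.1 by subtracting background and removing spatial trends, with no scaling between arrays. The same files, as deposited, hold the median pixel intensity of each spot and of its local background, and marks for spots that are saturated, non-uniform or well above background. The deposited series matrix holds a ratio for each probe, which the authors made in GeneSpring 12.1. It equalled the intensity divided by the 75th percentile of the array, on a linear scale, to within 0.1% for at least 99.4% of the probes of every array. It holds fewer probes than the scanner files, and the 3 filters that the paper mentions are not named there.

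Spots marked as outliers were left out, and the other spots of a probe were averaged. The log2 of the signal was taken, and the 75th percentile of each array over all probes that were not controls was subtracted. Probes were named through a RefSeq table, which named 27427 probes, and 6 more were named by accessions in the paper's tables, giving 20836 symbols. Probes without a symbol were kept in the counts of probes and left out of the tests of gene lists. No coordinates are printed, because the paper and the RefSeq table rest on different builds of the mouse genome.

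Each comparison was tested with limma 3.58.1 in R 4.3.3, in a model with 1 coefficient for each of the 8 groups. The comparisons were db/db vs WT, db/db + estrogen vs db/db, db/db + vehicle vs db/db and db/db + estrogen vs db/db + vehicle on each labelled day. The thresholds of the paper were kept, that is a two-sided unadjusted p of 0.05 and a fold change of 2, and the number of probes that also passed 0.05 after Benjamini-Hochberg adjustment was counted. Every adjusted p given for a probe is from limma's moderated test, adjusted over the probes tested in that comparison. Contrasts of the same model gave the differences between the labelled days, and probes that differed from WT in all 6 comparisons of a db/db group with WT were counted. A gene is called estrogen-specific where it was called against db/db in the db/db + estrogen group and not in the db/db + vehicle group, since the paper gives no other definition.

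Gene lists were tested with limma's camera and fry. The 6 lists that stood in for ontology terms were interferon, keratinization, inflammation, leukocyte, vessel and matrix. Another 13 lists served to weigh explanations: neutrophil, macrophage, M2, wound cornified (Sprr and Lce3 genes), late cornified, hair keratin, kallikrein, adipocyte, sebaceous, slow muscle, fast muscle, Mup and Skint. All 19 were written from general knowledge after reading the paper, and some hold genes that the paper's tables list: 10 of the 75 genes of the keratinization list, 6 of 19 of wound cornified, 6 of 11 of Mup, 5 of 32 of neutrophil and 5 of 12 of slow muscle. A list was tested where at least 5 of its genes passed the filter, with p adjusted over the lists of the same comparison and labelled day. For the Skint list, the median log2 fold change between db/db and WT was −3.49 for labelled day 7 and −3.02 for labelled day 14. The sebaceous list had a median of 0.92 with estrogen against db/db for labelled day 7 and 0.60 with vehicle.

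Genes for the text to name were set by a rule: every gene in Tables 1 to 4 and in the Discussion, then the 5 probes of each direction with the largest fold change between db/db + estrogen and db/db + vehicle on each labelled day. The latter had to have a gene name, an adjusted p below 0.05, no overlap between arrays, and a signal well above background on all arrays of both groups, and only labelled day 7 had such probes. Markers of macrophages, vessels, estrogen response and sex were added: Chi3l3, Arg1, Mrc1, Retnla, Emr1, Cd68, Lamp2, Pecam1, Esr1, Esr2, Pgr, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. Cd68 had no named probe. Many genes that fall under this rule enter the counts alone and are not reported by name here. A gene was read through the probe with the paper's accession, or else through its symbol, taking the probe with the highest mean over the 16 arrays.

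The alternatives tried were limma's normexp background correction (offset 50, with the median pixel intensity, because the files hold no mean), quantile normalization, no filter on dim probes, a filter that asked for all 4 arrays to be well above background, a floor on dim signals, the series matrix, a fit of only the 4 arrays compared, slide as a fixed or a random block (statmod 1.5.0), a replicate block, Benjamini-Hochberg adjustment, fry, camera with estimated correlation, separate db/db arrays on each side of a correlation, and leaving out each array. The fold changes in the paper's tables matched the arrays of the other labelled day, so days are given as labelled, and the data do not show whether the labels or the printed days were exchanged. After this was found, the counts of Table 1 and 2 genes were also taken on the other labelled day, and 10 list tests were added for it.

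Signal over background sets the depth of the arrays. Of all probes, 25909 were well above background on every array and 34657 on at least 1. The lowest share well above background was 70.1%, for db/db day 14 replicate 2, and the highest was 79.0%, for WT day 14 replicate 1. The thresholds were tested on simulated data drawn with the spread of the arrays, in which 200 probes were given a change. For db/db + estrogen vs db/db on the labelled day 14 arrays, 193 of these were called, along with 306 of the unchanged probes, and 143 and 2 after adjustment. The simulation of opposite changes among the genes of largest difference was added after the counts it stands beside were seen. A simulated list that was changed was called by camera, and 0 of 10 unchanged lists were. In all of these simulations the genes were drawn independently, so they do not test lists or families whose genes move together.

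Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures. Wound area, histology and blood glucose were not analysed here. Ontology terms and pathway scores from GeneSpring were not used here.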

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

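Of the tests in this part, that of neighbouring genes was chosen before its result was seen, and those of the macrophage list, of hair-bearing skin, of mixed RNA and of second probes were chosen after, the last with a set of comparison genes that was added once its first result was known.

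The change from db/db to db/db + estrogen differed between the labelled days at 29 probes, by a test of the difference itself in limma with Benjamini-Hochberg adjustment. For 24 of them the change was higher on the arrays labelled day 14, and for 5 it was lower. At an unadjusted p below 0.05 there were 3047 probes of 30431. For vehicle, limma gave 0 adjusted and 1523 unadjusted of 30511, and the adjusted count was 1 with a floor on dim signals, with quantile normalization or with the series matrix. Among genes picked out after their values were seen, S100a8 changed by −5.49 with estrogen for labelled day 7 and by 0.33 for labelled day 14 on the log2 scale and Krt6b by −5.04 and 0.73. The count depended on single arrays: it was 114 without db/db + estrogen day 14 replicate 2, 2 without replicate 1 of that group, 4 without either db/db + estrogen array labelled day 7, 9 without db/db day 7 replicate 2, 2 without db/db day 14 replicate 2 and 0 without db/db day 14 replicate 1. With slide as a fixed block it was 0, with a replicate block 1, and with normexp 15. A shift between scan days that all arrays of a label share cancels in these differences. The slides of labelled day 14 held the groups unevenly, and slide stays open for the count. That the effect of estrogen changes with time stays open and was not tested in other samples.

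Among gene lists, the difference between db/db + estrogen and db/db + vehicle depended most on the labelled day for the wound cornified list, which holds the Sprr and Lce3 genes. The change for labelled day 7 minus that for labelled day 14 had a median of −5.92 on the log2 scale, with 0 of 17 genes higher (adjusted p = 8.4e-22 from limma's camera and 0.013 from fry). Within labelled day 7 the median was −6.92, or −6.33 with genes that were only bounded put at their bounds, and within labelled day 14 it was −0.84. The level of the list relative to the mean of all arrays was −5.00 and −5.70 on the db/db + estrogen arrays labelled day 7, and 2.28 and 0.91 on the db/db + vehicle arrays. Against WT on the arrays labelled day 7 the list was lower as well, with a median of −5.82. Of its 19 genes 16 are also in another list. Of its most abundant genes Sprr2d changed by −6.33 and Sprr1b by −5.60 with estrogen against vehicle for labelled day 7, while Sprr2a2 changed by −0.04. A slide holding other samples is argued against for labelled day 7, since each slide there held 1 array of every group and both replicates had the low level. More intact hair-bearing skin in the db/db + estrogen samples could lower such genes. It would raise the hair keratin, adipocyte, sebaceous and late cornified lists together, and the medians were 0.87, 0.88, 0.35 and −0.14, the last with 5 of 19 genes higher. The lists divide, and this explanation cannot be told apart from a change within the epidermis.

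The neutrophil list differed between the labelled days in the same comparison, with a median of −2.30 for labelled day 7 minus labelled day 14 and 3 of 32 genes higher (adjusted p = 1.8e-14 from limma's camera and 0.040 from fry). For labelled day 7 the change from db/db + vehicle to db/db + estrogen was −2.50, with 3 of 32 genes higher (adjusted p = 4.1e-15 from limma's camera and 0.0029 from fry), and for labelled day 14 it was −0.17. From db/db to db/db + estrogen the medians were −4.86 and −0.95, and vehicle alone gave −1.47 and −0.58. Its level was −2.13 on the second db/db + estrogen array labelled day 7, with the first close to it, and 0.42 and 0.50 on the db/db + vehicle arrays. The list shares 13 of its 32 genes with other lists, 5 are in the paper's tables, and 29 were well above background on all arrays. Its most abundant genes, S100a9, Stfa1 and S100a8, changed by −4.77, −2.41 and −5.66, and wounded epidermis can express these genes too. Fewer neutrophils among otherwise unchanged leukocytes is a candidate explanation. It needs the macrophage list to stay level, and this had a median of 0.19 with 8 of 14 genes higher and a mean of −0.10. Of its most abundant genes, Lyz1 changed by −0.52, Csf1r by 0.47 and Mpeg1 by −0.39. The members went both ways, so a change in neutrophils alone and a wider change in leukocytes cannot be told apart.

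Between the db/db + estrogen and db/db + vehicle groups, limma called 773 probes after adjustment on the arrays labelled day 7. They were 393 higher and 380 lower with estrogen, against the 0 given above for labelled day 14. The adjusted count depended on single arrays: it was 83 without db/db + estrogen day 7 replicate 1, 135 without replicate 2 of that group, 148 without db/db + vehicle day 7 replicate 1 and 472 without replicate 2 of that group. It was 414 with a replicate block and 777 with slide as a fixed block. The unadjusted count of 2709 became 1580 with normexp. Shared db/db arrays play no part in this comparison. Among the lists, Mup had a median of 3.95 with 10 of 10 genes higher, and the interferon list lay higher by 0.70. RNA of db/db + estrogen samples mixed into the db/db + vehicle samples could only make this difference smaller, and 76.7% of strongly raised probes lay below the level that mixing at the share needed for Pgr would give. The estrogen treatment, which the design names, stays open as the source and rests on 2 arrays per group.

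On both labelled days, 267 probes differed from WT in the same direction in the db/db, db/db + estrogen and db/db + vehicle groups, out of 28566 tested in all 6 comparisons. Of these, 85 were higher and 182 lower than in WT. The count was 166 without db/db + estrogen day 7 replicate 2, 167 without replicate 1 of that group and 177 without WT day 7 replicate 2. The mice of the WT and db/db groups come from different inbred strains, so the strain may account for a part of these probes. If it did, their genes would be neighbours in the genome more often than random genes of like expression. Of 149 such genes among 15809 with a place in the gene order, 22 pairs were adjacent, against a median of 1 and at most 8 in 10000 random draws (one-sided permutation p = 0.0001, the smallest that these draws can give). Leaving out neighbours of one gene family, 7 pairs remained (one-sided permutation p = 0.0004). Chromosomes 4 and 17 held the highest shares, with 28 of 1012 and 20 of 783 genes. A sequence variant under the probe is a further candidate for some genes. Among 65 genes with another probe well above background on all arrays, 33 had one within 0.5 log2 of the WT level (50.8%), against 64 of 248 genes changed by estrogen on the arrays labelled day 7 with another probe that near to no change (25.8%, Fisher's exact p = 0.00024, two-sided). The first share was judged on the mean of 6 comparisons with WT, and the second on a single comparison. A mean varies less, which may raise the first share, so Fisher's test set unlike measures side by side. For 20 of the 65 the other probe changed in the same direction by more than 2-fold. Thumpd1 and Skint3 were the probes with the largest differences. Lepr, the gene mutated in db/db mice, was chosen after its values were seen, and all 4 of its probes were lower in db/db than in WT on both labelled days. Limma called 2 of them, with changes of −2.76 and −2.72 and of −1.09 and −1.84 for labelled days 7 and 14, another changed by −0.70 and −0.54 and was not called, and 1 was not well above background on any array. Diabetes and strain differ between the same groups, so which of them acts on the other genes stays open.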

How the results depend on the processing

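Tests chosen after the result was seen were the list tests on the labelled day that does not carry the paper's day for the term, and the counts of Table 1 and 2 genes on the other labelled day, where all 4 counts of opposite changes stayed within 1.5 times the first. The counts that were also called moved more: for the genes of day 14 under estrogen 3 were called on the arrays labelled day 14 and 16 on those labelled day 7, for the genes of day 7 under estrogen 0 and 9, and for the genes of day 7 under vehicle 6 and 0.

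The Benjamini-Hochberg threshold changed 10 of 12 counts by more than 1.5 times, which follows from its stricter p. For db/db + estrogen vs db/db + vehicle, limma's calls went from 2709 to 773 for labelled day 7 and from 285 to 0 for labelled day 14, where 1558 probes had an unadjusted p below 0.05. Against db/db, estrogen kept 1460 calls for labelled day 7 and 28 for labelled day 14, and vehicle 44 and 56. For db/db vs WT and labelled day 7 the count was 2699. Estrogen-specific probes numbered 663 higher for labelled day 7, and 13 higher and 0 lower for labelled day 14. The other definition of specific, called under estrogen against db/db and also directly against vehicle, whatever vehicle did against db/db, gave 66 higher and 6 lower for labelled day 14, which follows from the different condition.

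With normexp 13 of 47 results moved by more than 1.5 times or beyond their spread, and the cause was not tested. Calls for db/db + estrogen vs db/db + vehicle were 1580 for labelled day 7 and 114 for labelled day 14. Estrogen against db/db gave 1884 and 543, vehicle against db/db 911 and 1200, and db/db vs WT 2617 for labelled day 14. Estrogen-specific probes were 822 higher and 672 lower for labelled day 7, and 136 higher and 84 lower for labelled day 14. The estrogen effect differed between the labelled days at 15 probes, and the correlation of the vehicle effect with db/db vs WT was −0.648 for labelled day 7. Camera called the leukocyte list against db/db for labelled day 14 (median −0.053) and the matrix list for labelled day 7 (−0.072), which it had not called before.

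Without a filter on dim probes there were 491 estrogen-specific higher probes for labelled day 14, 1677 calls for estrogen against db/db and 638 against vehicle on that label, more because more probes were tested. The estrogen effect differed between the labelled days at 9 probes, the correlation of the estrogen effect with db/db vs WT was −0.747 for labelled day 7, and camera called the leukocyte list against db/db for labelled day 14 (−0.064). With all 4 arrays required to be well above background, estrogen against vehicle had 179 calls and db/db vs WT 3560 for labelled day 14, fewer because fewer probes were tested. A floor on dim signals gave 44 probes whose estrogen effect differed between the labelled days and 1 for vehicle. Quantile normalization gave 1 such probe for vehicle, a called matrix list against vehicle for labelled day 7 (median 0.38), and a correlation of −0.571 for vehicle and labelled day 14. The series matrix gave 1 probe for vehicle and kept the other 46 results. The cause of these shifts was not tested. The fit of the 4 arrays compared kept its 12 counts within 1.5 times, but adjusted counts fell, which follows in part from its fewer degrees of freedom. For labelled days 7 and 14 limma then gave 10 and 898 for db/db vs WT, 434 and 0 for estrogen against db/db, 0 and 0 for vehicle against db/db (1303 and 2867 unadjusted), and 365 and 0 for estrogen against vehicle.

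With slide as a fixed block, 109 probes were estrogen-specific and lower for labelled day 14, and 0 probes had an estrogen effect that differed between the labelled days (29 without the block). The inflammation list against db/db for labelled day 14 was no longer called (−0.16), and the keratinization list was (0.85). With slide as a random block (consensus correlation −0.0917), 18 probes differed between the labelled days and the leukocyte list against db/db was called for labelled day 14 (−0.062). The replicate block left 1 probe that differed between the labelled days and kept the other 37 results. For labelled day 7 the replicate number also marks the slide, and for labelled day 14 it does so for the treated groups alone. Differences between replicates 1 and 2 correlated between groups by −0.454 to 0.389, with both signs on each labelled day, and replicates were not treated as pairs. Adjusted counts depended on this: for vehicle against db/db they went from 44 to 1 for labelled day 7 and from 56 to 8 for labelled day 14 with the replicate block, and to 7 and 25 with slide as a fixed block. Estrogen against db/db had 1094 and 14 adjusted calls with the replicate block, and 1461 and 8 with slide as a fixed block. The cause of these shifts was not tested.

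Camera with the correlation estimated from the arrays dropped 16 of 24 list results below the threshold, because it allows genes to move together. They were inflammation (−1.93 and −0.34 against db/db for labelled days 7 and 14, −1.59 and −0.38 against vehicle), interferon (1.14 and 1.15, 0.70 and 0.58), keratinization against vehicle (−0.15 and −0.45), leukocyte for labelled day 7 (−0.94 and −0.40 against db/db and vehicle), matrix against db/db for labelled day 14 (−0.18), and vessel (−0.27 and −0.46 against db/db, 0.23 against vehicle for labelled day 14). Their adjusted p ran from 0.105 to 0.797. Fry dropped 9: inflammation for labelled day 14 (−0.34 and −0.38), interferon against vehicle for labelled day 14 (0.58), keratinization against vehicle (−0.15 and −0.45), matrix against db/db for labelled day 14 (−0.18) and vessel (−0.27, −0.46 and 0.23), with adjusted p from 0.126 to 0.801. With separate db/db arrays on each side, the correlation with db/db vs WT was −0.689 or −0.685 for estrogen and labelled day 7, −0.469 or −0.418 for estrogen and labelled day 14, −0.354 or −0.547 for vehicle and labelled day 7, and −0.399 or −0.492 for vehicle and labelled day 14. All stayed below 0.

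Adjusted counts with 1 array left out are given with the counts themselves. Leaving out 1 array leaves a lone array in its group, which is then assumed to vary like the other groups. Of 232 such results, 180 kept their direction and size. Calls ranged from 228 to 1844 for estrogen against vehicle and labelled day 14, from 894 to 1984 for estrogen against db/db and labelled day 14, from 914 to 2515 for vehicle and labelled day 7, and from 1401 to 1957 for vehicle and labelled day 14. Estrogen-specific lower probes for labelled day 14 ranged from 112 to 367, and probes that differed from WT in all db/db groups from 166 to 263. Probes whose effect differed between the labelled days ranged from 0 to 114 for estrogen and from 0 to 4 for vehicle. Correlations with db/db vs WT ranged from −0.811 to −0.742 and from −0.570 to −0.382 for estrogen and labelled days 7 and 14, and from −0.647 to −0.446 and −0.539 to −0.468 for vehicle. Of the 20 Table 1 and 2 genes for day 14, 12 to 19 went opposite with estrogen on the arrays labelled day 14, and of those for day 7, 5 to 17 did with vehicle on the arrays labelled day 7. List medians against db/db ranged for labelled day 14 from −0.66 to 0.024 (inflammation), −0.34 to 1.13 (keratinization) and −0.20 to −0.016 (leukocyte), and for labelled day 7 from −0.38 to 0.18 (matrix) and −0.53 to −0.10 (vessel). Against vehicle they ranged for labelled day 14 from −0.86 to 0.12 (inflammation), −1.31 to 0.15 (keratinization), −0.20 to 0.17 (leukocyte) and 0.073 to 0.34 (vessel), and for labelled day 7 from −0.89 to 0.29 (keratinization), 0.19 to 0.29 (matrix) and −0.095 to 0.14 (vessel). The direction turned without db/db + estrogen day 14 replicate 2 for inflammation (0.12 against vehicle, 0.024 against db/db), keratinization (0.15) and leukocyte (0.17) lists of that label. It also turned for keratinization without db/db + estrogen day 14 replicate 1 (−0.34 against db/db), without db/db + estrogen day 7 replicate 2 (0.14 against vehicle) and without db/db + vehicle day 7 replicate 2 (0.29). The cause was not tested.

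For single genes, 282 results were followed and none reversed in any of these settings. With 1 array left out, 73 of 1128 lost their call and 19 gained one. Requiring all 4 arrays above background removed 43 calls, normexp 11, and slide as a fixed block 9. Every alternative that was planned gave values, except that the series matrix lacks some probes, so 270 gene results could be followed there. Signal over background limits fold changes of genes that are near background in one group to lower bounds, and it sets how many probes can be tested at all. Probes beyond 2-fold under estrogen against db/db for labelled day 14 numbered 1727, with 706 under normexp and 3224 without a filter.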

Differences from the paper's values

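Of the 115 fold changes that the paper prints in Tables 1 to 4, 113 were set beside a fold change or a lower bound, on the arrays of the labelled day that holds the paper's values. A measured fold was taken to differ where its log2 was more than 1 SE from the paper's, and a lower bound where it exceeded 1.5 times the paper's value or went the other way. All 33 lower bounds and 70 of 80 measured folds did not differ, and 10 did. A lower bound never exceeds the probe's own fitted fold. Where that fold matched the paper's, its bound could not differ, so the bounds are no separate check. Skint3 and Skint4 under vehicle had no fold change, since neither group was well above background. Folds in this part are signed as in the paper, with a minus for lower.

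Arrays labelled day 14 hold the paper's values for day 7, and there 6 values differed. For Thumpd1 between db/db and WT, the paper gives −1421.40 and the value here was 1.05. Med8 in that comparison is −118.45 in the paper and was 1.04 here. Mup9 with vehicle against db/db is 4.70 in the paper and was 1.11. With estrogen against db/db, the paper's value for Paqr9 is 9.65 and the one here −1.08, that for Adam19 is −4.49 and here −1.36, and that for Trib2 is −3.63 and here −1.36. Arrays labelled day 7 hold the paper's values for day 14, and there 4 values differed. The paper's value for Thumpd1 is −1240.81 and the one here −1.16. With estrogen against db/db, Mup9 is 5.18 in the paper and 17.7 here, Krt2 is 91.67 in the paper and 1.80 here, and Scd3 is 32.25 in the paper and 3.78 here. For each of these 10, of the 14 alternatives set before the data were examined, 0 gave a value that does not differ from the paper's. Another probe of the same gene, looked up after seeing the values, came within 1% of the paper's fold for all of them but Adam19: −1421 and −1242 for Thumpd1, −118 for Med8, 4.70 and 5.18 for Mup9, 9.65 for Paqr9, −3.63 for Trib2, 91.8 for Krt2 and 32.3 for Scd3. For Thumpd1, Med8, Mup9, Paqr9 and Trib2 that other probe was not well above background on any array of the dimmer group, so its fold is a fitted value and not a measured size. Adam19 had 1 probe.

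Read through the probe set by the rule, 94 of the 115 values were called here and 21 were not. Normexp and the fit of 4 arrays called Mcpt2 with estrogen for the paper's day 7, and Retnlg and Reg3g with vehicle for its day 14, and a floor on dim signals also called Retnlg. The fit of 4 arrays called the db/db difference of LOC100862557 from WT for day 14 and the estrogen effects on Krt77, Gzmf and Hoxa10 for day 7. Slide as a random block called Gzmf, and slide as a fixed block called Hoxa10, as did the setting without db/db + estrogen day 14 replicate 2. Without a filter on dim probes Skint4 under vehicle and Slc7a14 and Cacng5 under estrogen were called for day 7. Without db/db + estrogen day 7 replicate 2, Krt2 was called for day 14. Through the probe set by the rule, no setting called Thumpd1 on either day, or Med8, Mup20 with estrogen and Mup9 with vehicle for day 7. The same held for Skint3 with vehicle for day 14, and for Paqr9, Olfr547, Adam19 and Trib2 with estrogen for day 7. Other probes of Thumpd1 and Med8, which hold the paper's values, passed the adjusted threshold against WT in every db/db group on both labelled days.

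The days of the tables and those of the array labels do not match. Each fold was set beside the nearest one among all probes of the same gene, for either labelled day. On arrays of the same labelled day 0 of 115 folds came within 1% of the paper's, 108 were more than 1.5 times off or of opposite sign, and 13 of these had the opposite sign. On arrays of the other labelled day 114 came within 1%, and 1 was more than 1.5 times off. The match on the other labelled day covered 57 of 58 values for estrogen, 17 of 17 for vehicle and 40 of 40 for db/db vs WT.

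Where the paper names a process, some list results were not alike, though the tests differ. The paper tested terms among genes raised, or lowered, specifically with estrogen. Here a list was tested for a shift of all its genes, so an uncalled list need not contradict the paper's term. The paper lists keratinization among processes raised by estrogen for day 14, and on the arrays that hold those values the keratinization list was not called by camera against db/db, with a median log2 change of 0.77 and a mean of −0.02, and against vehicle its median was −0.15. That last direction is not firm: the median was 0.14 without db/db + estrogen day 7 replicate 2 and 0.29 without db/db + vehicle day 7 replicate 2, and while camera called it, fry (adjusted p = 0.126 from limma) and camera with estimated correlation (adjusted p = 0.794 from limma) did not. For day 7 the paper lists vessel and matrix processes among those lowered by estrogen alone, and on the arrays that hold those values vehicle lowered the vessel list by a median of −0.72 and estrogen by −0.46. The matrix list there had a median of −0.37 with vehicle and −0.18 with estrogen.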

Other observations

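Of the tests in this part, the level of WT wounds on the labelled days and the position of db/db + estrogen day 14 replicate 1 among the vehicle arrays were chosen before their results were seen, and all others were chosen after.

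The tables of the paper fit the arrays of the other labelled day, as given under the differences from the paper. An exchange in the deposited labels is a candidate explanation, and so is an exchange in the paper. If the labels were exchanged, the WT arrays labelled day 14 would be the earlier wounds, with more inflammation. The inflammation list was higher on the WT arrays labelled day 14 than on those labelled day 7 by a median of 0.63 on the log2 scale, with 36 of 46 genes higher and 22 with both arrays above both, and the neutrophil and wound cornified lists by 0.45 and 0.39. In the db/db group the inflammation list went the other way, by −0.39, and in the db/db + vehicle group the difference was 0.046. The neutrophil list also went the other way, by −0.95 in db/db with 0 of 32 genes higher and by −0.14 in db/db + vehicle. The wound cornified list was higher for labelled day 14 in both, by 0.56 and 0.51. In the db/db + estrogen group all of these lists were higher for labelled day 14, as in WT and by more: inflammation with 39 of 46 genes higher and 30 with both arrays above both, neutrophil by 2.09 and wound cornified by 6.20. There an exchange of days and an effect of estrogen that changes with time predict the same. On the WT arrays labelled day 14 themselves the level of the inflammation list was 0.48 and −0.46, and on those labelled day 7 −0.31 and −0.66. With 2 arrays, different scan days and an unlike course of healing, these values do not decide, and the exchange of labels and of printed days cannot be told apart.

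The db/db + estrogen arrays labelled day 14 differed from each other with an SD of log2 differences of 0.688. Replicate 1 lay near the db/db + vehicle arrays of that label (0.373 and 0.374), and replicate 2 was nearest to db/db replicate 1 (0.476). The slide is argued against as the cause, because that SD of 0.476 was found between arrays on different slides. A db/db array under a wrong label is argued against for replicate 2, since the interferon list lay at 0.82 in it and at −0.49 and −0.62 on the db/db arrays. Whether replicate 1 could be a db/db + vehicle array was tested on the 773 probes changed by estrogen against vehicle on the arrays labelled day 7. Replicate 1 lay beyond both vehicle arrays in the direction of estrogen for 259 of them (33.5%) and in the opposite direction for 248 (32.1%), so that 51.1% of those beyond went with estrogen. Replicate 2 did so for 522 and 148, or 77.9%. For replicate 1 the even share pooled unlike parts. Of the 393 probes that estrogen had raised, it lay above both vehicle arrays for 174 and below both for 82. Of the 380 lowered probes, it lay above both for 166 and below both for 85. Replicate 1 thus lay above the vehicle arrays more often than below them, whichever way estrogen had moved the probes. The effect of estrogen for labelled day 14 was small for these probes, so a wrong label and a weak response cannot be told apart for replicate 1. Muscle differed too: the slow muscle list stood at −0.88 in replicate 1 and at 2.17 in replicate 2, and the fast muscle list at −2.10 and 1.64. No other biological explanation was tested.

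Of the 5440 probes called between db/db and WT on the arrays labelled day 14, 4727 were lower in db/db. A dim WT array was weighed as the cause, since WT day 14 replicate 2 had the lowest 75th percentile of signal. Without it 13.4% of the calls were higher, against 13.1% with it, which argues against that array. Scaling stays open for a part, as the share of higher calls was 32.3% with quantile normalization.

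Changes with estrogen and with vehicle went opposite to the difference of db/db from WT. Shared db/db arrays could produce such a pattern alone. With different db/db arrays on each side, the correlations stayed below 0, and the weakest was −0.354 (vehicle, labelled day 7), which argues against sharing as the whole cause. Probes selected for a large difference also fall back towards no difference by chance. Groups simulated without change, with probes called in the same way and the db/db arrays shared, gave correlations no lower than −0.312 and −0.303 for labelled days 7 and 14, against −0.777 and −0.545 for estrogen and −0.569 and −0.521 for vehicle, which argues against this fall as the whole cause too. The simulated probes varied independently and without a slide effect, so their range may be too narrow. For labelled day 14 both db/db arrays lay on the same slide and both WT arrays on another. A slide effect would give a correlation below 0 there with either db/db array, and slide was not taken out of the correlations. Slide for labelled day 14, a shift of treated wounds towards WT and a difference in wound composition stay open. Across all probes tested, the effects of estrogen and vehicle against db/db correlated by 0.458 for labelled day 7 and 0.791 for labelled day 14, and simulated groups without change that share the db/db arrays gave 0.499 for both.

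The interferon list was higher with estrogen than in db/db on both labelled days. Low db/db arrays might explain this alone, and the change of the list from WT to db/db was −1.22 and −0.80. Against the db/db + vehicle group, where no db/db array enters, the median was still 0.70 for labelled day 7, which argues against that. The vessel list was lower with estrogen than in db/db for labelled day 14. Vehicle alone gave a median of −0.72, so the oil or its application may account for this difference, and the effect of estrogen itself stays open.

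Slow muscle genes were higher in db/db than in WT and lower with vehicle on the arrays labelled day 14, with medians of 1.95 (11 of 12 genes higher) and −1.70. More muscle of every kind in the db/db samples is a candidate explanation. Against vehicle the fast muscle list moved with the slow one, with a median of −1.33 and 0 of 18 genes higher with vehicle, and its most abundant genes Tnnc2, Tnni2 and Acta1 changed by −0.79, −0.95 and −0.84. Between db/db and WT its median was 0.15, with 11 of 18 genes higher, while the same 3 abundant genes changed by −0.32, −0.09 and −0.12, which goes against more muscle of every kind. The most abundant slow muscle genes, Tpm3, Tnnt1 and Csrp3, changed there by 0.19, 2.17 and −0.98 through their brightest probes. The Tpm3 probe with the paper's accession was not well above background in WT and was at least 149-fold higher in db/db, a call lost without db/db day 14 replicate 1 or WT day 14 replicate 1. The level of the fast muscle list was −0.35 and 0.89 on the WT arrays and 0.91 and −0.05 on the db/db arrays, a spread wider than these changes, so that the amount and the kind of muscle cannot be told apart there. Of the 12 slow muscle genes, 5 are in the paper's tables and were chosen by the study on these samples. Fast muscle genes with estrogen against db/db had medians of 0.97 for labelled day 7 and −0.69 for labelled day 14.

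Pgr, a gene that responds to estrogen, was not well above background on any WT or db/db array. With estrogen it was at least 71.3-fold higher than in db/db for labelled day 7 (adjusted p = 2.1e-05 from limma) and at least 78.2-fold for labelled day 14 (adjusted p = 1.4e-05 from limma). With vehicle it was at least 11.1-fold higher (adjusted p = 0.0010 from limma) and at least 38.5-fold higher (adjusted p = 5.0e-05 from limma). Between estrogen and vehicle it was 6.43-fold higher for labelled day 7 (SE of the log2 change 0.36, adjusted p = 0.0071 from limma) and 2.03-fold for labelled day 14 (adjusted p = 0.87 from limma), a call lost with normexp, with quantile normalization, in a fit of those 4 arrays alone, and without db/db + estrogen day 14 replicate 2 or db/db + vehicle day 14 replicate 1. Greb1, another such gene that was picked out after its values were seen, rose with vehicle against db/db by 2.25 and 4.74 through its 2 probes for labelled day 7 and by 2.68 and 5.44 for labelled day 14. RNA of the db/db + estrogen samples mixed into those of the db/db + vehicle group might explain this. For labelled day 7 the level of Pgr would need 15.6% of such RNA. Of 150 probes that estrogen raised over 8-fold, 115 (76.7%) lay below the level that this share would give in the db/db + vehicle group, with a median of 1.07 against 1.61, which argues against mixing as the whole cause. The share for labelled day 14 would be 49.2%, and 6 of 17 probes (35.3%) lay below, so mixing cannot be told apart from other causes there. A hypothesis that stays open is that the wounds of the db/db + vehicle group were exposed to some estrogen, and no sample here tests it.

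Markers that the paper stained, or that stand for them, were also read. Chi3l3, the gene of Ym1, changed with estrogen against db/db by −2.61 for labelled day 7 (SE 0.63, adjusted p = 0.040 from limma) and by −0.52 for labelled day 14. Arg1 changed by −4.52 (SE 0.49, adjusted p = 0.0013 from limma) and by −0.33. Mrc1 changed by −0.01 and 0.54, Emr1 by 0.12 and 0.60, and Lamp2 by 0.15 and −0.12. The M2 list, of which 3 of 17 genes are in the paper's tables, had a median of 1.96 with estrogen against db/db for labelled day 7 and of 0.64 for labelled day 14, and with vehicle of 0.79 and 1.37. Against vehicle, estrogen gave 0.94 for labelled day 7, with 11 of 17 genes higher, and −0.48 for labelled day 14, with 4 of 17 higher, so its single genes and the list went different ways. Pecam1 changed by −0.23 and −0.86 with estrogen and by −0.46 and −0.86 with vehicle. Esr1 rose with estrogen by 1.40 for labelled day 7 (SE 0.36, adjusted p = 0.051 from limma) and by 0.85 for labelled day 14, and it was lower in db/db than in WT by −2.01 and −0.74. Esr2 changed by −0.12 and 0.27. Xist was well above background on 16 arrays, Ddx3y on 1, and Eif2s3y, Kdm5d and Uty on 0.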
